# Secretion of an Argonaute protein by a parasitic nematode and the evolution of its siRNA guides

**DOI:** 10.1093/nar/gkz142

**Published:** 2019-03-01

**Authors:** Franklin Wang-Ngai Chow, Georgios Koutsovoulos, Cesaré Ovando-Vázquez, Kyriaki Neophytou, Jose R Bermúdez-Barrientos, Dominik R Laetsch, Elaine Robertson, Sujai Kumar, Julie M Claycomb, Mark Blaxter, Cei Abreu-Goodger, Amy H Buck

## Abstract

Extracellular RNA has been proposed to mediate communication between cells and organisms however relatively little is understood regarding how specific sequences are selected for export. Here, we describe a specific Argonaute protein (exWAGO) that is secreted in extracellular vesicles (EVs) released by the gastrointestinal nematode *Heligmosomoides bakeri*, at multiple copies per EV. Phylogenetic and gene expression analyses demonstrate exWAGO orthologues are highly conserved and abundantly expressed in related parasites but highly diverged in free-living genus *Caenorhabditis*. We show that the most abundant small RNAs released from the nematode parasite are not microRNAs as previously thought, but rather secondary small interfering RNAs (siRNAs) that are produced by RNA-dependent RNA Polymerases. The siRNAs that are released in EVs have distinct evolutionary properties compared to those resident in free-living or parasitic nematodes. Immunoprecipitation of exWAGO demonstrates that it specifically associates with siRNAs from transposons and newly evolved repetitive elements that are packaged in EVs and released into the host environment. Together this work demonstrates molecular and evolutionary selectivity in the small RNA sequences that are released in EVs into the host environment and identifies a novel Argonaute protein as the mediator of this.

## INTRODUCTION

Small RNA-mediated gene regulatory mechanisms are used by cellular organisms and viruses to enable various aspects of their development, defence strategies and physiology (1). One deeply conserved class of small RNAs (sRNAs) is microRNAs (miRNAs), which associate with an Argonaute of the AGO clade to mediate the inhibition of translation of target messenger RNAs. miRNAs were discovered for their crucial roles in development and are now appreciated to regulate numerous aspects of physiology and signalling. In the last 10 years, studies across a broad range of animal systems have implicated miRNAs in intercellular communication through their transport in extracellular vesicles (EVs) (2). Several reports also suggest mammalian miRNAs can move into other organisms, influencing gene expression and growth of microbes in the gut (3) and malaria parasites in the blood (4). We previously reported that the nematode parasite *Heligmosomoides bakeri* (renamed from *Heligmosomoides polygyrus* (5)) releases its own miRNAs within EVs and the EVs are internalized by mouse cells and suppress innate immune responses (6).

There is emerging data therefore in mammalian systems that suggest miRNAs can move between cells and organisms as a communication mechanism and that some pathogens have evolved to exploit this. However, despite these intriguing findings, there is very little understanding of how this is specified: do certain miRNAs get exported through active mechanisms or are the extracellular miRNAs a non-selected representation of the cytoplasm? Reports from different laboratories support both models, and indeed results may differ according to the cellular context, reviewed in (7). At the same time, mechanisms of specificity have begun to emerge from studies in several mammalian cell culture systems, where specific RNA-binding proteins recognize motifs in a subset of mature miRNAs and dictate their sorting into EVs (8–10).

We previously showed that the miRNAs released by the nematode parasite in EVs were a subset of those expressed in the adult worm (6). Here, we sought to examine whether a parasite RNA-binding protein could be associated with EV-RNA specificity. Our proteomic analysis identified one specific Argonaute protein in the excretory-secretory products and EVs of *H. bakeri* (6). There is controversy in whether extracellular Argonaute proteins are present inside or outside of EVs in mammalian systems (or both) (7). The nematode Argonaute that we identified is highly distinct from the ancestral Argonaute, belonging to a clade that has evolved specifically in nematodes (i.e. worm Argonautes or ‘WAGOs’) (11).

Rather little is known about WAGOs in nematode parasites but the free-living model organism *Caenorhabditis elegans* has at least 4 types of endogenous sRNAs and 25 Argonaute genes (12). In addition to miRNAs and piRNAs, *C. elegans* produces small interfering RNAs (siRNAs) from exogenous or endogenous double-stranded RNAs. There is also a mechanism for *de novo* generation of siRNAs by RNA-dependent RNA polymerases (RdRPs), which are recruited to sRNA-target transcripts to amplify the silencing signal through the generation of secondary siRNAs. The secondary siRNAs dominate the sRNA content of adult *C. elegans* and have also been documented in several parasitic nematode species (13–16).

Here, we examine the molecular and evolutionary properties of the extracellular WAGO (‘exWAGO’) proteins in parasitic and free-living nematodes and demonstrate that exWAGO mediates the selective export of specific siRNAs in EVs. Unexpectedly, these siRNAs are more dominant in the EVs than miRNAs. We compare the genomic origin of siRNAs exported in EVs by *H. bakeri* to the resident siRNAs expressed in adults of both *H. bakeri* and *C. elegans*. Our results support a model where the resident sRNAs are dominated by secondary siRNAs, which are used for endogenous gene regulation and control of retrotransposons. In contrast, the parasite preferentially exports secondary siRNAs that are produced from newly evolved repetitive elements in the genome. This work adds evolutionary breadth to the handful of reports in mammalian systems suggesting RNA-binding proteins are a mechanism for selective RNA export and establishes *H. bakeri* as a tractable model for studying extracellular sRNA biology.

## MATERIALS AND METHODS

### Nematode lifecycle and sample collection

CBA × C57BL/6 F1 (CBF1) mice were infected with 400 L3 infective-stage *H. bakeri* larvae by gavage and adult nematodes were collected from the small intestine 14 days post infection. The nematodes were washed and maintained in serum-free medium *in vitro* as described previously (17). For genomic analyses, DNA was collected from adult worms immediately following harvest from the gut, with extensive washing to remove host material followed by purification using Zymo Research Genomic DNA Clean & Concentrator kit following manufacturer’s instructions (further details in Supplementary Methods). RNA from *H. bakeri* was collected from adult worms in Qiazol (Qiagen) using mechanical disruption with 5 mm stainless steel beads (Qiagen) on a Tissue Lyser II (Qiagen). *Caenorhabditis elegans* were harvested and flash frozen as in (18). Total RNA was treated with RNA 5′ Polyphosphatase (Epicenter) following manufacturer’s instructions, before library preparation. Libraries for small RNA sequencing were prepared using the CleanTag small RNA library prep kit (Trilink) according to manufacturer’s instructions.

### Vesicle isolation and characterization

For collection of *H. bakeri* EVs described here, culture medium from the adult worms was collected from 24–92 h post harvest from the mouse (the first 24 h of culture medium was excluded due to potential host contaminants) (15). Eggs were removed by spinning at 400 *g* and medium was then filtered through 0.22 µm filter (Millipore) followed by ultracentrifugation at 100 000 *g* for 2 h in polyallomer tubes at 4°C in a SW40 rotor (Beckman Coulter). Pelleted material was washed two times in filtered phosphate buffered saline (PBS) at 100 000 *g* for 2 h and re-suspended in PBS. The pelleted materials were mixed with 1.5 ml 2.5 M sucrose solution, and overlaid with a linear sucrose gradient (2.0–0.4 M sucrose in PBS). Gradients were centrifuged 18–20 h at 192 000g in a SW40 rotor (*k*-factor 144.5) (Beckman Coulter, Brea, CA). For RNA extraction and small RNA library preparation, the two fractions with densities of 1.16–1.18 g/cm^3^ (as calculated from measured reflective index by refractometry) were pooled, diluted 10 times in PBS and centrifuged again at 192 000g for 90 min in a SW40 rotor (*k*-factor 144.5) prior to resuspension in PBS.

Proteinase K sensitivity experiments were performed using 1.5 µg (protein) of gradient-purified EVs treated with 5 µg/ml Proteinase K (Epicentre) in the absence or presence of 0.05% Triton X-100 at 37°C for 30 min. For western blot analysis, a polyclonal exWAGO antibody was used (generated and purified against peptides TKQTKDDFPEQERK, Eurogentec) overnight at 4°C, followed by incubation with a IRDye 680RD Goat anti-Rabbit IgG (LI-COR) secondary antibody for 1 h at room temperature. Odyssey (LI-COR Biosciences) was used for visualization. Quantification was carried by western blot analysis in comparison to known concentrations of recombinant full length exWAGO containing an N-terminal 3XFlag-His tag using Image Studio Lite (LI-COR) software. For vesicle quantification, Nanoparticle Tracking Analysis (NTA) was carried out using NanoSight LM14 instrument (Malvern Instruments, Malvern, UK).

### Genome assembly and protein-coding annotation

The short-read Illumina data were assembled and gapfilled using Platanus (19), and scaffolded using transcriptome evidence with SCUBAT2 (Koutsovoulos G. SCUBAT2, https://github.com/GDKO/SCUBAT2). Long-read PacBio data (a total of 10.2 Gb from reads with an N50 of 9411 bases) were used to further scaffold and gapfill the assembly with PBJelly (20). We used the BRAKER (21) pipeline to predict protein-coding genes using the RNA-Seq reads as evidence. We combined the BRAKER general feature format (gff) file and the transcriptome assembly within MAKER2 (22) to predict untranslated regions of transcripts and remove low quality gene predictions. Further details are provided in Supplementary Methods and Supplementary Table S1.

### Identification of *H. bakeri* exWAGO orthologues in other Rhabditomorpha

Loci orthologous to the *H. bakeri* secreted WAGO (exWAGO) were identified using BLAST (23) searches of the genome-derived proteomes of *Haemonchus contortus, Necator americanus* and *Pristionchus pacificus*. The gene model of each identified orthologue was then evaluated with RNA-Seq data from the relevant species, and corrected if necessary. Using an alignment of these four proteins, a custom hidden Markov model (HMM) was constructed to identify homologues in other nematode genomes using HMMer (24) within GenePS (Koutsovoulos G https://github.com/jgraveme/GenePS). The discovered gene models were corrected based on alignment of the HMM profile, *de novo* Augustus (25) prediction, the previous predicted gene models and RNA-Seq data, if available. Orthologues in *Caenorhabditis* species were validated through analysis of reciprocal best BLAST matches. Protein sequences of exWAGO orthologues were aligned with MAFFT (26) and the alignment was analysed with PHYML (using the LG+G model) (27,28). Bootstrap support was calculated from 100 bootstrap replicates.

### Orthologue clustering

Protein sequences of 21 nematode species were retrieved from the sources specified in Supplementary Table S2. Protein clustering was carried out using OrthoFinder v1.1.4 (29) under the MCL inflation value of 3.0. Orthogroups were analysed using KinFin v1.0.3 (30) by providing functional annotation and the phylogenetic tree of the taxa. Further details are provided in Supplementary Methods.

### Processing of sRNA-seq data

For this publication, we sequenced and analysed a total of 14 new sRNA-seq libraries from *H. bakeri*. These consisted of: adult worms (3 standard, 3 with 5′ RNA polyphosphatase treatment), purified EVs by sucrose gradients (2 standard, 2 with 5′ RNA polyphosphatase), and we also included the input pellet and supernatant before sucrose purification (2 each with 5′ RNA polyphosphatase treatment). In parallel, we also prepared and sequenced 6 new *C. elegans* sRNA-seq libraries from adult worms (3 standard and 3 with 5′ RNA polyphosphatase treatment). Before proceeding we checked all libraries for their quality with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reaper (31) was used to remove the Illumina small RNA Adapter sequences, and PullSeq 1.0.2 (https://github.com/bcthomas/pullseq) to keep reads that were at least 16-nt long. For mapping to the genome, the alignment component of ShortStack 3.8.3 (32), with parameters: –nostitch, –mismatches 2, –mmap u, –bowtie_m 500 and –ranmax 500 was used. The reference genome for *H. bakeri* genome was the one described in this paper, and for *C. elegans* the c_elegans.PRJNA13758.WBPS7.genomic.fa.gz file from https://parasite.wormbase.org.

### Annotation of ncRNA producing regions and differential expression

All the sRNA-seq results for each genome were used to predict novel non-coding RNA producing regions or clusters. ShortStack 3.8.3 was used with the following parameters: –pad 10, –mincov 10, –dicermin 18, –dicermax 32, and the resulting clusters were split at exon-intron boundaries. In order to obtain a level of expression for each sRNA-producing cluster, mapped reads were counted using the findOverlaps function from GenomicRanges R package with parameters minoverlap = 16 and ignore.strand = TRUE. Only reads between 20–25 nt were counted. For differential expression analysis, data from each genome were analysed separately using the edgeR package (33). Only clusters with at least 0.5 counts-per-million in at least two libraries were considered. Different strategies were used to define the monoP and polyP-enriched clusters, and are fully described in Supplementary Methods.

### Information Content of sRNA-producing clusters

An Information Content (IC) value was calculated for each cluster, based on the coverage entropy compared to a uniform coverage distribution (maximum entropy). IC was calculated using the *entropy* R package (34), with the formula *log2(length(y)-entropy(y))*, where *y* is the cluster coverage. Further details are provided in Supplementary Methods.

### Argonaute Immunoprecipitations & qRT-PCR

Immunoprecipitations of adult *H. bakeri* worm lysates or EVs were carried out with rat polyclonal anti-exWAGO antibody (raised against full length protein) or rat IgG (control) using protein L magnetic beads (Fisher Scientific). Equivalent amounts of the input, flow-through and the immunoprecipitated product were kept for RNA extraction using the miRNeasy Serum/Plasma Kit (Qiagen). Synthetic spike in (“RT4”) was added at 0.1 pM to the Qiazol before RNA extraction as an internal control and the RNAs were eluted with 14 µl RNase-free water. 5 µl of total RNA was used as input for reverse transcription reactions using the miScript RT II System (Qiagen) followed by QuantiTec SYBR Green PCR kit (Qiagen). The small RNAs that were associated with *H. bakeri* exWAGO were analysed by qRT-polymerase chain reaction (PCR) with primers and conditions described in Supplementary Methods. The polyclonal anti-exWAGO antibody (Eurogentec, described above) was used for the western blot analysis of exWAGO.

## RESULTS

### A nematode-specific extracellular Argonaute is within extracellular vesicles released from *H. bakeri* at several copies per EV

We previously identified an Argonaute protein in the excretory-secretory products and EV products of *H. bakeri* based on proteomic analyses (6). Several studies in mammalian systems have similarly reported Argonautes associated with EVs, in some cases under specific signalling conditions (35). However, Argonautes have also been reported to be contaminants that co-purify with EVs (8). In these samples we can detect exWAGO in both ultracentrifuge pellet and supernatant with a ∼18-fold enrichment in EVs when loading equivalent protein volumes on a western blot (Supplementary Figure S1). In order to rigorously determine whether the exWAGO in the ultracentrifuge pellet exists within EVs, we used ultracentrifugation followed by flotation on a sucrose gradient for purification, quantification by nanoparticle tracking analysis and visualization by transmission electron microscopy. As shown in Figure 1, the *H. bakeri* EVs had a density of 1.16–1.18 g/cm^3^ and co-purified with exWAGO. We further subjected the sucrose-purified EV fractions to proteinase K treatment and confirmed that exWAGO was protected from degradation but became susceptible when the EVs were lysed with detergent (Figure 1D). We analysed a defined number of sucrose-gradient purified EVs by western blot in comparison to recombinant exWAGO and found that exWAGO was present at 3.4 ± 1.1 copies per EV (Figure 1E and Supplementary Figure S1).

**Figure 1.**
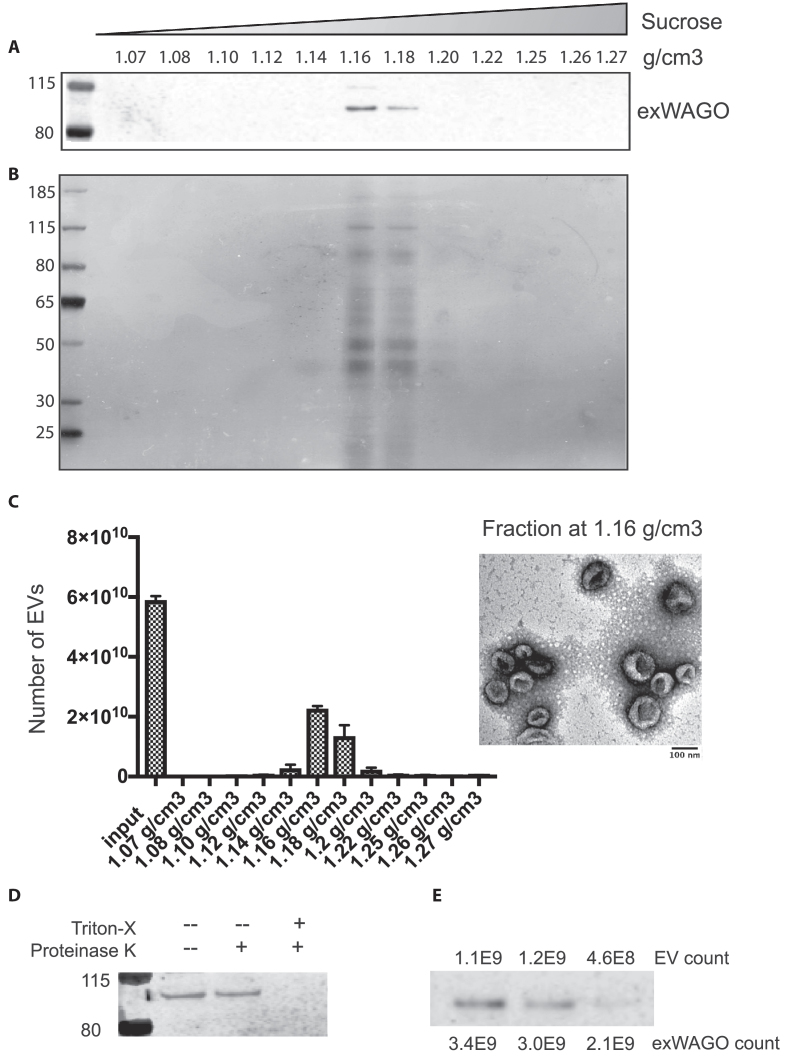
exWAGO is vesicular and present at multiple copies per EV. (**A**) Western blot of equal volumes of sucrose-gradient fractions of EVs from *Heligmosomoides bakeri* using an antibody against exWAGO, (**B**) Silver stain blot of same fractions, (**C**) Nanoparticle tracking analysis of EV total number in each fraction (left) and TEM of 1.16 g/cm3 fraction (right). (**D**) Western blot of exWAGO from gradient-purified EVs and following treatment with Proteinase K (5 µg/ml) with or without Triton-X (0.05%). (**E**) Western blot of independent biological replicates of sucrose-gradient purified *H. bakeri* EVs, indicating number of EVs in each lane, quantified by NanoSight (Malvern). The exWAGO copy number was quantified in comparison to a standard curve based on recombinant exWAGO (shown in Supplementary Figure S1).

### An improved genome assembly and annotation to explore extracellular Argonautes and RNAs

In order to determine the full complement of Argonautes and small RNAs in *H. bakeri*, we first generated a new genome assembly for this nematode based on combining short-read (∼100-fold read coverage; Illumina) and long-read (∼12-fold coverage; PacBio SMRT) data (‘Materials and Methods’ section). The final genome assembly spans 697 Mb, 150 Mb longer than the first (Illumina-only) draft. While most sequenced nematode genomes are between 60 and 200 Mb, the strongylids (which include *H. bakeri*) tend to have larger genomes, ranging from 170 to 700 Mb (with a mean of ∼380 Mb) (36). Our *H. bakeri* assembly is represented by 23 647 contigs (just over half the previous assembly’s 44 728 contigs), with an N50 of 180 kb (up from 36 kb). Assessment of genome completeness using the Core Eukaryotic Genes Mapping Approach (CEGMA) and Benchmarking Universal Single-Copy Orthologues (BUSCO) suggests ∼88% of conserved genes are complete (∼8% partial), with 96% of the assembled *H. bakeri* transcriptome mapping to the genome (Supplementary Table S1). Protein-coding genes were predicted with the BRAKER pipeline generating 23 471 protein-coding genes with 25 215 transcripts. Non-coding RNA genes, including ribosomal RNA (rRNA), transfer RNA (tRNA) and miRNAs, were predicted using Rfam models and family-specific tools (see Supplementary Methods). The expansion of the *H. bakeri* genome compared to closely related clade V parasites is associated with an expanded repeat content. Over half (58.3%) of the *H. bakeri* genome contains some type of repeat element, including LINE elements (12.6% of the genome) and DNA elements (12.8%) (Table 1). Of all the repeats, 33.3% were found within genes (mostly in introns, which themselves occupy 33.5% of the genome). Interestingly, 30.6% of the genome was annotated as unclassified repeats, nearly two-thirds of which do not overlap any other kind of annotation.

**Table 1.** Non-overlapping genome composition

	*Caenorhabditis elegans*		*Heligmosomoides bakeri*	
	Bases	%	Bases	%
Intergenic	29 355 343	29.272	168 174 849	24.130
Exons	28 409 938	28.329	23 682 169	3.398
Introns	25 956 467	25.882	170 798 580	24.506
Transposons	11 880 919	11.847	92 998 044	13.343
Novel repeats	1 402 898	1.399	13 1452 375	18.861
Retroelements	1 307 772	1.304	104 917 538	15.054
Satellite repeats	594 478	0.593	377 947	0.054
Simple repeats	581 880	0.580	2 960 599	0.425
Other ncRNA	429 956	0.429	749 784	0.108
piRNA	256 574	0.256	63 990	0.009
tRNA	62 284	0.062	675 650	0.097
miRNA	35 312	0.035	43 955	0.006
rRNA	9520	0.009	53 983	0.008
yRNA	3060	0.003	5940	0.001
**TOTAL**	100 286 401	100%	696 955 403	100%

### exWAGO is highly conserved and abundant in rhabditine (Clade V) parasitic nematodes and has diverged in *Caenorhabditis*

To determine the conservation of exWAGO across Clade V nematodes, we clustered proteins from the new *H. bakeri* genome with proteomes predicted from the genomes of a selection of rhabditomorph nematodes (including *C. elegans* and 6 additional *Caenorhabditis* species, 11 strongyle parasites, the entomopathogen *H. bacteriophora*, the free living *Oscheius tipulae*, and the free-living diplogasteromorph *P. pacificus*) using OrthoFinder (29). The resulting orthogroups were interrogated with Kinfin (30) to identify orthologues of proteins predicted to be involved in RNAi in *H. bakeri* or known to be implicated in RNAi in *C. elegans*. This revealed that, as expected, nearly all of the machinery for miRNA and piRNA pathways, including highly conserved Argonautes ALG-1/2 and PRG1/2, is conserved across Clade V nematodes (Supplementary Figure S2). Strikingly, of the 13 WAGOs in the *C. elegans* gene set, only 4 had co-clustered orthologues from species other than *Caenorhabditis*. We therefore performed a joint phylogenetic analysis of all orthogroups containing Argonautes (defined by the presence of both PAZ and PIWI domains) (Figure 2A). This identified clades of Argonautes in parasitic species that were sister to *Caenorhabditis*-specific orthogroups. For example, the nuclear WAGOs HRDE-1 and NRDE-3 as well as WAGO-10 and WAGO-11 in *Caenorhabditis* are in fact orthologous to parasite-derived Argonautes in orthogroups OG01747 and OG07955 but their relationship has been obscured by differing rates of evolution in the different species groups. Similarly, the phylogenetic analysis shows that exWAGO does in fact co-cluster with a *Caenorhabditis*-only orthogroup that contains *C. elegans* SAGO-1, SAGO-2 and PPW-1. The orthogroup containing exWAGO contains Argonautes from many other parasitic strongyles, *H. bacteriophora, O. tipulae* and *P. pacificus* as well as Argonautes from *Caenorhabditis* species placed at the base of the genus (*C. monodelphis, C. castaneus* and *C. sp*. 38) (Figure 2B). Examination of the intron-exon structure of these Argonautes supports this relationship (Figure 2C). The most basal *Caenorhabditis, C. monodelphis*, has a gene structure very similar to that of the other exWAGOs, but gene structure in other *Caenorhabditis* species has evolved rapidly. We suggest that *C. elegans* SAGO-1, SAGO-2 and PPW-1 are co-orthologues of *H. bakeri* exWAGO, and thus the biology of these genes may illuminate the origins and functions of exWAGO in parasites.

**Figure 2.**
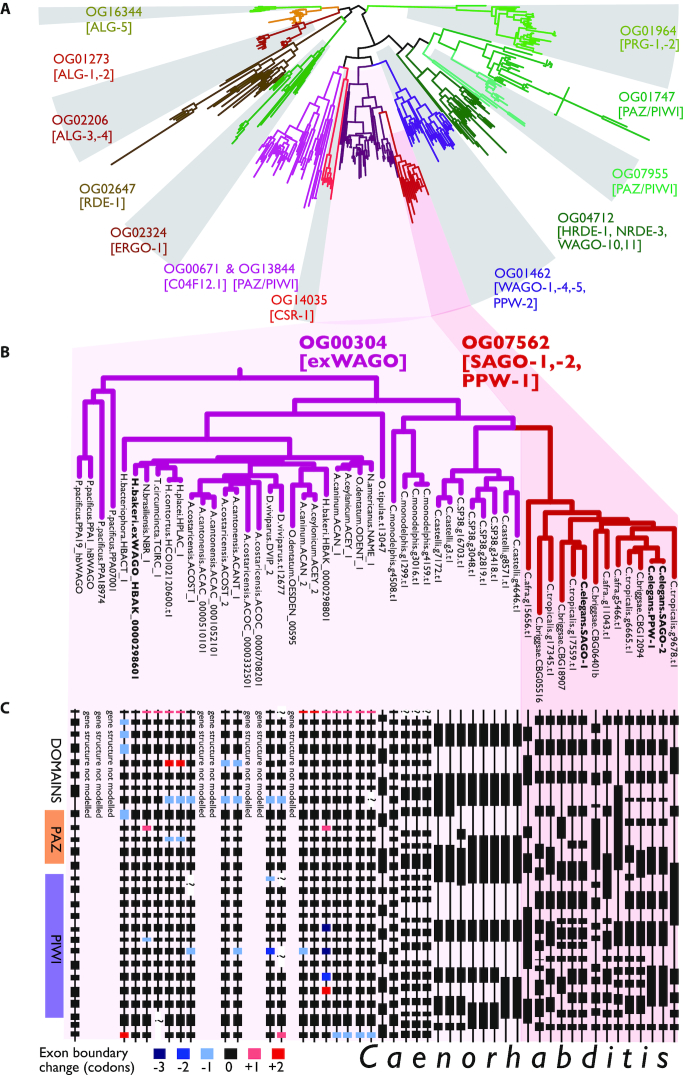
Phylogenetic tree of Argonautes in Clade V nematodes and gene structure of exWAGO. (**A**) Grey shading denotes different orthogroups, *Caenorhabditis elegans* protein names in each clade are noted (or absent if no orthologues in that Clade). (**B**) Tree showing phylogenetic relationship and branch lengths of exWAGO orthologues across Clade V. (**C**) Conservation of exons and introns in exWAGO orthologues. Each box is an exon with the width denoting length. Boxes with dashed lines denote exons with possible errors in the genome assembly of the species. Colours denote differences in exon size in triplets compared to exWAGO.

Using our new annotation of Argonautes, we used existing RNAseq data to determine the expression levels of all Argonautes in adult life stages of parasitic versus free-living Clade V nematodes. Strikingly, we found that exWAGOs are the most abundantly expressed of all Argonautes (Supplementary Table S3) in the sheep parasites *H. contortus* and *Teladorsagia circumcincta* and the lungworm *Angiostrongylus cantonensis*. It is also the second most highly expressed in the human hookworm, *N. americanus* (Figure 3). In contrast, the SAGO-1, 2 and PPW-1 orthologues in *C. elegans* adults are not expressed at high levels (Supplementary Table S3). We further identified exWAGO in the excretory-secretory (ES) products of adult *Nippostrongylus brasiliensis* (another rodent parasite) (Table 2). No peptides mapping to any other Argonaute proteins were identified in multiple samples, pointing to a unique extracellular role for this particular Argonaute across the parasite species.

**Figure 3.**
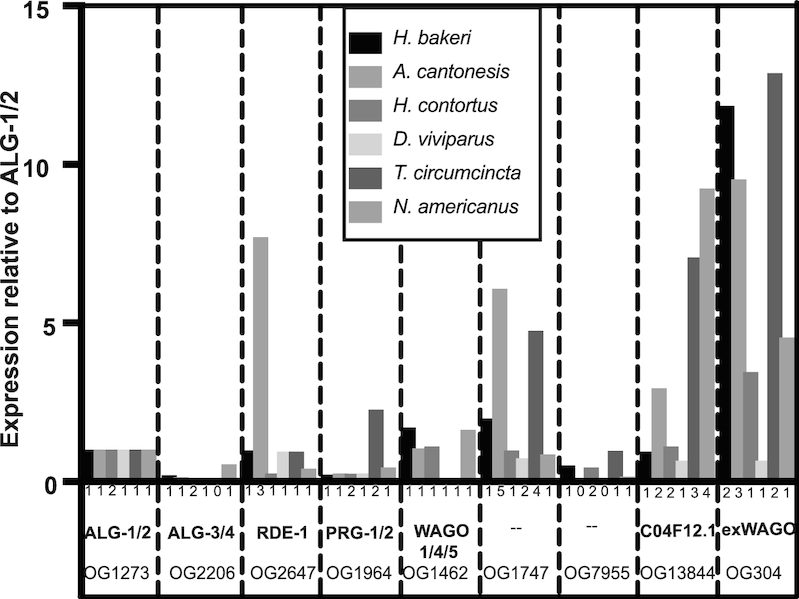
Expression of Argonautes across Clade V parasitic nematodes. Relative expression levels of Argonautes from RNAseq data of the adult parasites are noted. Data are based on the sum of tpm reads for each orthogroup (defined in Figure 2), normalized to tpm for OG1273 orthogroup (ALG-1/2). The total number of distinct transcripts in each orthogroup in each species is noted below each column. The known *Caenorhabditis elegans* Argonaute names are used where applicable, or exWAGO as defined in this work.

**Table 2.** ExWAGO identified in EV products by mass spectrometry

Species	Protein	Accession number	Length (aa)	Unique peptide sequence (Start position)
*Heligmosomoides bakeri*	exWAGO	HPOL_0000298601-mRNA-1	912	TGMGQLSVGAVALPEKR (6)
				SAAVAVYK (86)
				AAVLFSAQR (114)
				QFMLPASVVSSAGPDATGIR (132)
				ISQMSIFFDQR (277)
				NAMQPFNQK (297)
				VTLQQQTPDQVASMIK (393)
				ASATLPQTR (409)
				IMKDALDITPR (423)
				AATTIAPR (716)
				LVNDGDLK (899)
*Nippostrongylus brasiliensis*	exWAGO	NBR_exWAGO	913	QDFVCNLTALK (32)
				DIFPQDSALFYDR (102)
				ILPTPTILYGER (457)

### Comparative analysis of resident sRNA distribution in *H. bakeri* versus *C. elegans* suggests shared functions in endogenous gene regulation

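The sRNA libraries of adult nematodes comprised 3 untreated libraries and 3 libraries treated with 5′ polyphosphatase for each species. H. bakeri adults were taken from the mouse intestine 14 days post infection, and C. elegans were gravid adults grown for 65 h after L1 at 20°C. The polyphosphatase turns a 5′ triphosphate or diphosphate into a monophosphate, which the ligation of the adapter needs, so the untreated libraries hold RNAs that already carried a 5′ monophosphate. The libraries were amplified for 18 cycles. The authors trimmed and aligned the reads, called sRNA-producing clusters with ShortStack over all libraries of a genome, and split the clusters at exon-intron boundaries. They deposited, for each cluster and library, the counts of 20 to 25 nt reads that overlap the cluster by at least 16 nt on either strand, without normalization. Reads with several possible places were assigned by the density of uniquely placed reads nearby, so the count of a cluster in a repeat with near-identical copies is uncertain. The totals over all clusters were 3551624, 5320528 and 5573979 counts in the untreated C. elegans libraries, and 11630399, 9601374 and 10409522 in the treated ones. For H. bakeri adults the totals were 5349183, 3341232 and 2678999 counts without treatment, and 15877105, 15999603 and 13477277 with treatment. Replicates of a group were distinct libraries, with a chi-square per degree of freedom between 4.12 and 203 over the clusters of each pair of replicates, the libraries of EVs and culture fractions included. Counts were set against these totals as CPM or as percent of a library. Intervals and detection floors given with the counts cover counting error only, since reads copied by PCR are not independent molecules.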

To understand whether the dominance of exWAGO in the parasites was reflected at the level of sRNA composition, we first carried out side-by-side analysis of endogenous sRNAs present in *H. bakeri* and *C. elegans* adult nematodes. sRNA datasets were generated in triplicate, capturing either only 5′-monophosphate RNAs or all RNAs (after treatment with 5′ polyphosphatase). 

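For the untreated C. elegans libraries, each cluster was assigned to the annotation at its central base in the gene set of WBcel235, with miRNAs placed before other ncRNAs, exons and introns. Clusters assigned to miRNAs held 58.2% ± 5.06 (SD, n = 3) of the counts. Intergenic clusters followed with 15.0% ± 2.24 (SD, n = 3) and rRNA clusters with 13.5% ± 2.34 (SD, n = 3). After polyphosphatase treatment the miRNA clusters held 15.8% ± 2.72 (SD, n = 3), a difference that separated every untreated library from every treated one (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). A cluster on chromosome X from 2435245 to 2435348, ncRNA_96062, covers mir-82 inside gid-2. It held 16.4% ± 2.22 (SD, n = 3) of the untreated counts and 3.53% ± 0.650 (SD, n = 3) of the treated counts. ncRNA_96057, on chromosome X from 2431133 to 2431167, covers mir-81 in the same gene. Its share was 9.20% ± 0.863 (SD, n = 3) without treatment and 1.81% ± 0.330 (SD, n = 3) with treatment. Reads of these related miRNAs may have been divided between their loci by the authors' assignment. ncRNA_21694, on chromosome I from 15061482 to 15067959, spans the rRNA genes rrn-1.1, rrn-2.1 and rrn-3.1 and counts as intergenic by its central base. It held 12.2% ± 2.20 (SD, n = 3) of the untreated counts and 8.07% ± 0.934 (SD, n = 3) of the treated ones. With any overlap in place of the central base, miRNA clusters held 58.4% of the untreated and 16.5% of the treated counts. In the untreated libraries rRNA clusters then held 25.6% and intergenic clusters 2.02%, which reverses their order.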

As expected, the untreated libraries from whole nematodes were dominated by reads mapping to miRNAs in each genome, having the characteristic first nucleotide preference of U and peak length of 22 nt (Figure 4A–D). In contrast, the whole-nematode libraries treated with 5′ polyphosphatase showed a clear enrichment for RNAs with a first base preference of G, the majority of which were 22 nt in length in *C. elegans* and 23 nt in *H. bakeri* (Figure 4B–E). This signature is characteristic of secondary siRNA products of RdRPs, and suggests secondary siRNAs dominate the resident sRNA populations of both nematodes. 

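The share of a library's counts that lies in polyP-enriched clusters, the regions with relatively more reads after polyphosphatase treatment, was computed for each adult library. The clusters were called on the same libraries, so the direction of the difference follows from the call and the size of the share is the measurement. In C. elegans, polyP-enriched clusters held 3.39% ± 1.12 (SD, n = 3) of the untreated counts and 69.0% ± 4.75 (SD, n = 3) of the treated counts. In H. bakeri adults they held 6.96% ± 1.57 (SD, n = 3) without treatment and 86.0% ± 1.38 (SD, n = 3) with treatment. Every treated library lay above every untreated library of its species (exact two-sided permutation test, p = 0.1 in each species, which 3 libraries against 3 cannot go below). The share depends on the scaling used in the call. With polyP-enriched clusters called without the re-normalisation on monoP-enriched clusters, the treated share was 49.4% in C. elegans and 0.808% in H. bakeri. With the 10 most abundant clusters of each library left out, the treated shares were 85.6% and 87.7%.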

The length variation (22 versus 23 nt) may indicate mechanistic differences between the RdRPs that generate them or the Argonaute proteins that stabilize them.

**Figure 4.**
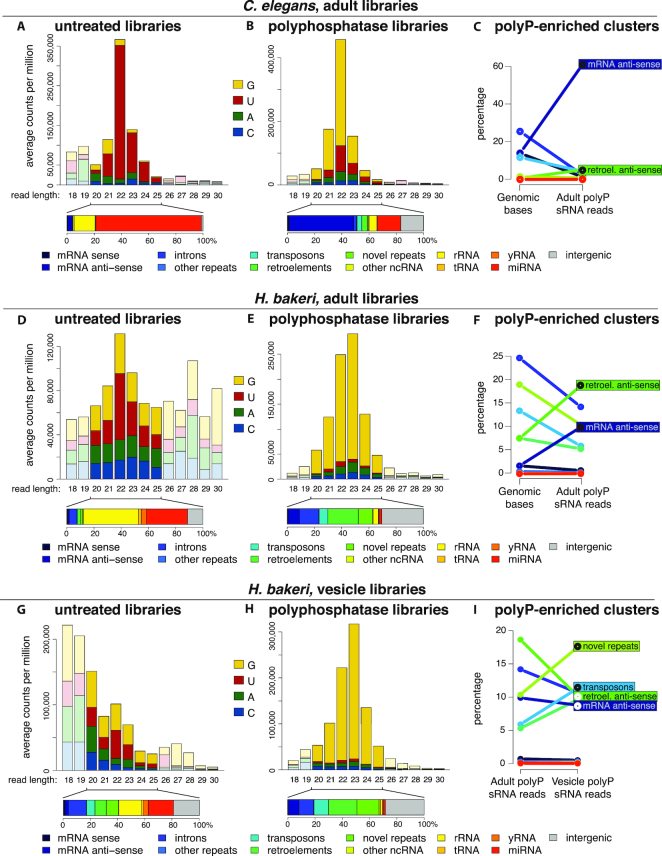
sRNA composition in adult *Caenorhabditis elegans* and *Heligmosomoides bakeri*, compared to *H. bakeri* EVs. First nucleotide and length distribution of untreated small RNA libraries for *C. elegans* adults (**A**), *H. bakeri* adults (**D**) and *H. bakeri* EVs (**G**), and their corresponding polyphosphatase-treated libraries (**B, E** and **H**). The proportions of the 20–25 nt reads mapping within annotated categories in the genome (from Table 1) are shown beneath each barplot. Line plots for *C. elegans* (C) and *H. bakeri* (F) showing the relationship between the percentage of the genome occupied by each annotation category and the percentage of 20–25 nt reads from the polyP-enriched clusters, while (**I**) shows the relationship between the percentage of the 20–25 nt reads from the adult polyP-enriched clusters to those from the EV polyP-enriched clusters (see Supplementary Methods).

By comparing the 5′ polyphosphatase-treated and untreated libraries in both species, we identified 137 531 regions in the *H. bakeri* genome that have more mapped reads from the 5′ polyphosphatase-treated libraries (we call these regions polyP-enriched clusters) and 6 075 regions with relatively more reads from the untreated libraries (monoP-enriched clusters, see Supplementary Methods and Supplementary Figure S3). 

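The call was repeated on the H. bakeri adult counts with edgeR at the thresholds that the Supplementary Methods state. Of 417292 clusters, 157885 had at least 0.5 CPM in at least 2 libraries and were tested. On these, 6075 clusters were monoP-enriched, 148767 were polyP-enriched and 3043 were neither. The paper's numbers are 6075 monoP-enriched and 137531 polyP-enriched clusters. Here the re-normalisation used all monoP-enriched clusters as its baseline, because no annotation of the H. bakeri genome was used. Without that re-normalisation 595 clusters were polyP-enriched, and without the filter 334049 were. Under edgeR's quasi-likelihood test, which estimates a spread for each cluster, 24 clusters were monoP-enriched. Without untreated replicate 2 the number of monoP-enriched clusters was 3512, and without untreated replicate 3 it was 3728. The number of polyP-enriched clusters ranged from 114456 to 146702 with each library left out in turn. The monoP-enriched clusters held 91.8% ± 1.63 (SD, n = 3) of the untreated counts and 8.27% ± 2.03 (SD, n = 3) of the treated counts.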

We reasoned that these represent sRNAs with two distinct modes of biogenesis, with the monoP-enriched clusters containing sRNAs cleaved by ribonucleases (such as Dicer) or being degradation products, and the polyP-enriched clusters containing unprocessed products of RdRPs or RNA polymerase III. Consistent with this model, the monoP-enriched clusters contained a higher fraction of miRNA-mapping reads than the untreated libraries, while the polyP-enriched clusters had a much reduced fraction of miRNA reads (Supplementary Figure S4). 

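In C. elegans, miRNA clusters held 71.0% ± 3.12 (SD, n = 3) of the untreated counts within the monoP-enriched clusters, above their share of the untreated libraries as a whole. In the treated libraries, miRNA clusters made up 77.9% ± 3.66 (SD, n = 3) of the counts within the same clusters. Clusters of rRNA were next in the untreated libraries, with 16.1% ± 3.56 (SD, n = 3). Within the polyP-enriched clusters, miRNA clusters held 0.0520% ± 0.00156 (SD, n = 3) of the treated counts. The polyP call took the 138 monoP-enriched miRNA clusters as its unchanged baseline. A low miRNA share therefore follows largely from the call and is not a separate test. When a cluster was assigned by any overlap with a miRNA, that share was 1.10%. By number, the monoP-enriched clusters were mostly mRNA exon (1174), intergenic (960) and mRNA intron (708) clusters, with 238 assigned to piRNAs, 155 to tRNAs and 10 to rRNAs. The polyP-enriched clusters included 90 assigned to piRNAs, 117 to tRNAs, 12 to miRNAs and 0 to rRNAs. The annotation of H. bakeri clusters was not analysed here.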

The same general strategy was applied to the *C. elegans* sRNAs, to compare the polyP-enriched clusters of both nematodes, which represent by far the most abundant type of sRNA in adults. 

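In the C. elegans count table 79497 clusters passed the filter on low counts. The 2-step test called 3627 of them monoP-enriched and 70246 polyP-enriched, and 5624 were neither. Of 206 clusters assigned to miRNAs, 198 were tested, and the 138 among the monoP-enriched clusters formed the baseline of the re-normalisation. Without that re-normalisation, 17933 clusters were polyP-enriched. DESeq2 at the same thresholds gave 304 monoP-enriched clusters. The monoP-enriched clusters held 77.5% ± 3.66 (SD, n = 3) of the untreated counts and 18.3% ± 3.41 (SD, n = 3) of the treated counts. From the comparison of treated with untreated libraries, the paper reasons that monoP-enriched clusters hold sRNAs cut by ribonucleases or degradation products, and that polyP-enriched clusters hold unprocessed products of RdRPs or RNA polymerase III.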

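Among the C. elegans polyP-enriched clusters, 57896 lay in mRNA exons by their central base and 6346 in intergenic sequence. In the treated libraries, the exon clusters held 63.8% ± 2.33 (SD, n = 3) of the counts in polyP-enriched clusters. Intergenic clusters held 15.4% ± 0.916 (SD, n = 3), pseudogene exons 10.2% ± 0.191 (SD, n = 3) and mRNA introns 4.01% ± 0.0722 (SD, n = 3). The deposited counts ignore strand, so sense and antisense reads are summed in these shares. With each treated library left out in turn, the exon share stayed between 62.4% and 64.5%, and assignment by any overlap gave 62.6%, with 10.3% in intergenic clusters and 10.5% in pseudogene exons. In all clusters of the treated libraries, mRNA exons held 45.9% ± 4.29 (SD, n = 3) of the counts.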

The majority (62.3%) of the reads within the polyP-enriched clusters of *C. elegans*, mapped antisense to messenger RNAs, consistent with roles in regulating endogenous gene expression (Figure 4C). In contrast, 9.9% of the reads from polyP-enriched clusters of *H. bakeri* mapped antisense to messenger RNAs (mRNAs) (Figure 4F). To compare these numbers, we need to take into account the fraction of each genome occupied by mRNAs. The *C. elegans* genome devotes 28.3% of its base pairs to coding exons (Table 1 and Supplementary Figure S5), therefore, if sRNAs were produced randomly across the genome 14.1% would map antisense to these. Consequently, our observed proportion of antisense mRNA polyP sRNAs represents a 4.4-fold increase over what is expected by chance. 

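In the WBcel235 gene set used here, exons of protein-coding genes, untranslated regions included, cover 29.4% of the genome on either strand. Over that share, the counts of polyP-enriched clusters in the treated C. elegans libraries were 2.17-fold ± 0.0792 (SD, n = 3) higher in mRNA exons. This ratio sets reads of both strands against exons of either strand, whereas the paper's fold sets antisense reads against the antisense strand of exons, so the ratios are not on the same scale. The table's coordinates follow this genome build, since 18826 cluster starts lay exactly on an exon start and at most 1827 did so at any shift of up to 3 bases.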

Since only 3.4% of the *H. bakeri* genome encodes exons, the polyP sRNAs that map antisense to mRNAs are 5.8-fold more frequent than expected. Following similar logic, both nematodes have a significant overrepresentation of polyP sRNAs mapping antisense to known retrotransposons (7.4-fold increase in *C. elegans*, 2.5-fold increase in *H. bakeri*, Figure 4C and F). Thus, despite the drastic differences in genome content of the two species, there is a conserved pattern of siRNAs that likely reflect common functionality in endogenous gene regulation and genome defence.

### Vesicular siRNAs are largely derived from novel-repeat elements and associate with exWAGO

Our previous work indicated that EVs secreted from *H. bakeri* adults are associated with a population of sRNAs. We characterized miRNAs and Y RNAs, but only sequenced sRNAs with a 5′ monophosphate (6). 

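For the EVs, 2 untreated libraries and 2 libraries treated with 5′ polyphosphatase were made from vesicles collected from the culture medium of adult H. bakeri between 24 and 92 h after harvest and banded in sucrose at 1.16 to 1.18 g/cm3. The authors counted their reads over the same clusters as for the adults and deposited them in the same table of 14 libraries, as counts without normalization. The untreated EV libraries held 928551 and 1512484 counts, with 18377 and 27937 clusters detected. The treated EV libraries held 2703346 and 3956598 counts, with 53175 and 65813 clusters detected. The treated adult libraries, for comparison, had counts in 319801 to 337555 clusters, at a greater depth. A sum of 3 counts over the treated EV libraries, taken as the detection floor, corresponds to 0.450 CPM. The calls for EVs used the looser thresholds that the Supplementary Methods give for these libraries.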

To generate a more comprehensive characterization of EV sRNAs and examine selectivity, we analysed duplicate sRNA datasets from purified EVs, capturing either only 5′-monophosphate RNAs or all RNAs (after treatment with 5′ polyphosphatase). To ensure that the sequenced sRNAs were derived from EVs, and not co-purifying or free complexes, EVs were purified by ultracentrifugation and sucrose gradient prior to RNA extraction, library preparation and sequencing. We detected several species of miRNA in EV-derived libraries as expected from our previous work, however the vast majority of EV sRNAs are 23G siRNAs, only detected with 5′ polyphosphatase treatment (Figure 4H). 

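In the treated EV libraries, 91.4% ± 0.393 (SD, n = 2) of the counts lay in clusters that were polyP-enriched in EVs. In the untreated EV libraries the share was 16.0% ± 3.39 (SD, n = 2). These clusters were called on the same 4 libraries as higher with treatment, so the direction of this difference is not a separate test. Clusters that were monoP-enriched in EVs held 71.0% ± 3.60 (SD, n = 2) of the untreated counts and 4.59% ± 0.232 (SD, n = 2) of the treated counts. In the clusters that were polyP-enriched in adults, called without the EV libraries, the share was 15.8% ± 2.82 (SD, n = 2) untreated and 88.6% ± 0.0186 (SD, n = 2) treated. With polyP-enriched clusters called without re-normalisation, the treated share was 86.1%. The count tables do not hold read length or first base.

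**Figure D1:**
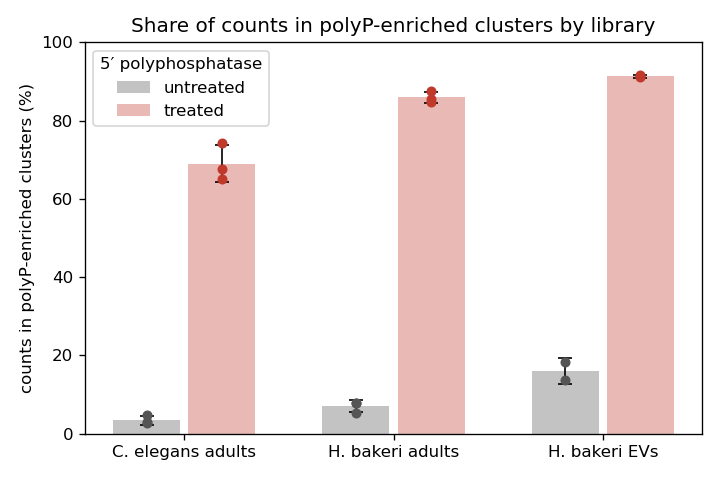
Percent of each library's counts that lies in polyP-enriched clusters of its own material, for untreated and polyphosphatase-treated libraries of C. elegans adults, H. bakeri adults and H. bakeri EVs. Bars are means, error bars are SDs and points are single libraries, and the treated EV libraries lie at 91.7% and 91.1%.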

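Of the H. bakeri clusters, 33453 passed the filter on low counts in the EV libraries. On these, 24837 were polyP-enriched, 7064 were monoP-enriched and 1552 were neither. At the adult thresholds, 26363 clusters were polyP-enriched and 312 were monoP-enriched. The monoP call needed both treated libraries: without treated replicate 1 or treated replicate 2, edgeR's glmTreat test called 0 clusters monoP-enriched, with 1196 and 1188 at an unadjusted p under 0.05, and the polyP step could not be fitted. Without untreated replicate 2, 3731 clusters were monoP-enriched. DESeq2 called 44 clusters monoP-enriched and 30528 polyP-enriched. Clusters that were polyP-enriched both in adults and in EVs numbered 15654, and 157950 were polyP-enriched in either.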

To focus on the RdRP products, we selected the polyP-enriched clusters (Supplementary Figure S3). EV-derived, polyP-enriched sRNAs had a 1.9-fold enrichment for siRNAs derived from transposons and a 1.7-fold enrichment for species-specific repeats of the *H. bakeri* genome, compared to the polyP-enriched sRNAs from adults (Figure 4I). In contrast, the siRNAs mapping antisense to protein coding genes and retrotransposons were relatively depleted within the EV libraries. Because some exWAGO can be found outside of EVs, we also sequenced libraries from the supernatant of the ultracentrifuge pellets. 

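The supernatant was the culture medium left after ultracentrifugation, and the pellet was the material that went into the sucrose gradient. Both were sequenced in 2 libraries with polyphosphatase treatment, and no untreated libraries of them were analysed here. The supernatant libraries held 3783708 and 2532746 counts, with 169681 and 134064 clusters detected. The pellet libraries held 1334979 and 1201493 counts, with 42204 and 41213 clusters detected. Clusters that were polyP-enriched in adults or EVs held 81.1% ± 3.22 (SD, n = 2) of the supernatant counts and 88.3% ± 0.262 (SD, n = 2) of the pellet counts. Comparisons between materials used the treated libraries only, in 1 edgeR fit with a mean for each of adults, EVs, pellet and supernatant, over 155462 clusters that were polyP-enriched in adults or EVs and passed the filter on low counts.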

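Distances between treated libraries were computed as in a multidimensional scaling plot, as the root mean square log2 fold change of the 500 clusters that differ most between a pair of libraries. Supernatant libraries lay 8.62 from EV libraries on average (range 8.44 to 8.77 over 4 pairs) and 5.94 from adult libraries (range 5.74 to 6.18 over 6 pairs). The distance to EVs was 1.45 times the distance to adults, with 1.49 for supernatant library 1 and 1.41 for supernatant library 2. With 1 minus Spearman's rho as the distance, this ratio was 1.81. The supernatant libraries lay 8.59 from the pellet libraries and 6.32 from each other, which was farther than their mean distance to the adults. In the per-cluster test, 375 clusters were higher and 94 lower in the supernatant than in adults (edgeR quasi-likelihood test, FDR 0.05). Leaving out any 1 of the adult or supernatant libraries lowered these counts: 0 clusters in either direction were called without supernatant replicate 1 or without supernatant replicate 2, although 6926 and 7890 clusters were then higher and 18281 and 17466 lower at an unadjusted p under 0.05. Without adult replicates 1, 2 and 3 in turn, 30, 16 and 116 clusters were higher and 6, 1 and 26 lower. DESeq2 called 6332 clusters higher and 5582 lower.

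**Figure D2:**
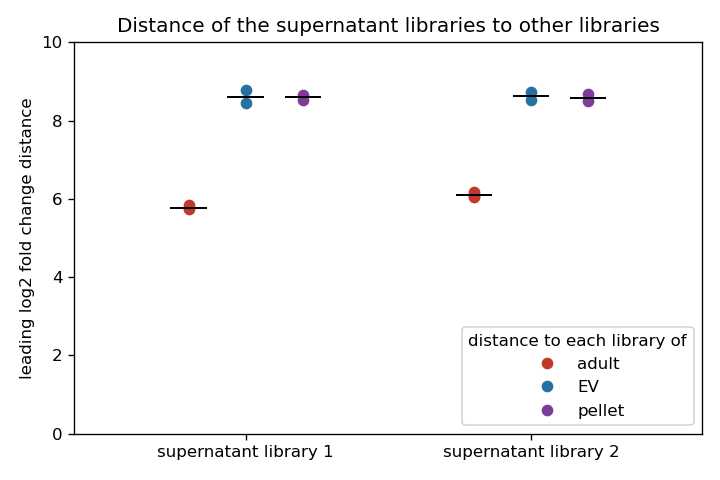
Leading log2 fold change distance of each supernatant library to each treated adult, EV and pellet library, with dashes at the means. In both supernatant libraries every adult library is nearer than every EV or pellet library.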

Strikingly, the polyP-enriched sRNAs in the supernatant do not show the same pattern of enrichment for species-specific elements and cluster more closely with the libraries of the adults (Supplementary Figure S6). We also confirm by qRT-PCR that the levels of EV-enriched siRNAs are higher in the EVs than the supernatant (Supplementary Figure S6). These results suggest selective partitioning of certain siRNAs into the EVs and identifies recently evolved regions of the genome as a primary source of EV siRNA.

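Between EVs and supernatant, 7490 clusters were higher in EVs and 27030 were lower (edgeR quasi-likelihood test, Benjamini-Hochberg FDR 0.05, n = 2 libraries of each). Between EVs and adults, 11609 clusters were higher in EVs and 45833 were lower (same test, n = 2 and 3). With RLE factors 8805 clusters were higher than in adults and 101965 were lower, and at FDR 0.01 the numbers were 5759 and 13732. Single libraries moved these counts as well. Without EV replicate 1, 7409 clusters were higher and 16793 lower than in adults, and without EV replicate 2, 5811 and 15623. Without adult replicate 2 and adult replicate 3, 27172 and 30010 clusters were lower. Against the supernatant, 3927 clusters were higher without EV replicate 2, 3025 without supernatant replicate 1 and 3244 without supernatant replicate 2, and 13073, 12463 and 17054 were lower without EV replicate 1, EV replicate 2 and supernatant replicate 1. The clusters higher in EVs than in adults held 82.5% and 81.6% of the counts of the EV libraries, 12.1% and 10.4% of the supernatant libraries and 14.2% to 18.2% of the adult libraries.
ncRNA_23553, on nHp.2.0.scaf00052 from 346250 to 350079, had 9421 ± 41.1 CPM (SD, n = 2) in treated EVs, 485 ± 211 (SD, n = 2) in the supernatant and 1970.3 ± 290.4 (SD, n = 3) in adults. Its log2 fold change was 2.98 over adults (standard error 0.28, adjusted p = 3.46e-04, edgeR) and 4.69 over the supernatant (standard error 0.36, adjusted p = 1.91e-04, edgeR). ncRNA_57384, on nHp.2.0.scaf00169 from 373530 to 375178, had 7838 ± 165 CPM (SD, n = 2) in EVs, 304 ± 130.1 (SD, n = 2) in the supernatant and 587 ± 338 (SD, n = 3) in adults. Its log2 fold change was 4.48 over adults (standard error 0.44, adjusted p = 3.68e-04, edgeR) and 5.09 over the supernatant (standard error 0.53, adjusted p = 4.64e-04, edgeR). ncRNA_355572, on nHp.2.0.scaf03805 from 13438 to 16210, is a cluster abundant in adults, with 227 ± 68.2 CPM (SD, n = 3) and 2421, 4585 and 3249 counts. It had 0 and 1 counts in the treated EV libraries, 1506-fold below treated adults (95% counting interval 270.2 to 59485). In the untreated EV libraries it had 10 and 0 counts, or 10.8 and 0 CPM, against 13.1 ± 4.15 CPM (SD, n = 3) in untreated adults. It had 65 and 34 counts in the supernatant libraries. In each of 15 alternatives the fold changes of these clusters between EVs and adults kept their direction. Where both groups had replicates, the FDR also stayed under 0.05. The alternative at FDR 0.01 repeats the main fit and could not move. With RLE factors the log2 fold changes over adults were 1.87 for ncRNA_23553, 3.37 for ncRNA_57384 and −10.79 for ncRNA_355572. Without EV replicate 1 that of ncRNA_355572 was −8.86, and without EV replicate 2 it was −13.60. That of ncRNA_57384 was 5.04 without adult replicate 1. From the pattern in EVs and supernatant, the paper proposes that certain siRNAs are selectively partitioned into the EVs.

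**Figure D3:**
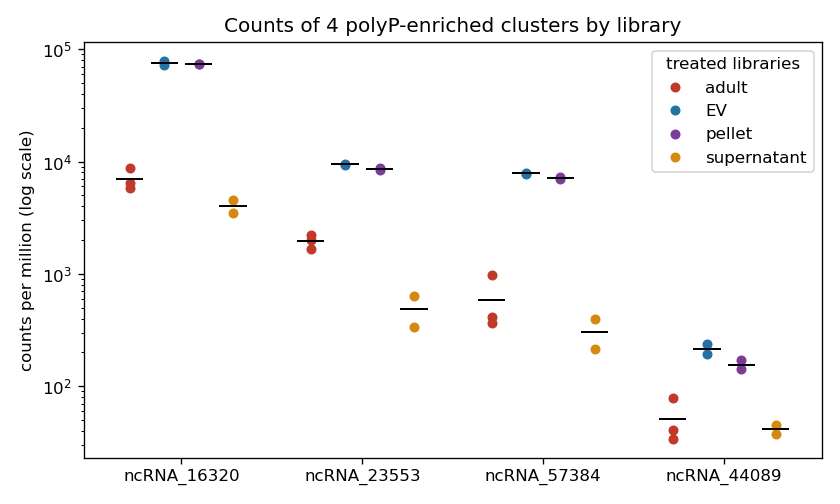
CPM (log axis) of ncRNA_16320, ncRNA_23553, ncRNA_57384 and ncRNA_44089 in treated adult, EV, pellet and supernatant libraries. Points are single libraries and dashes are means, and in each cluster both EV libraries lie above all adult and supernatant libraries.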

To further explore and quantify this selectivity, we calculated, for each polyP-enriched cluster, a measure of entropy-based IC using either adult or EV reads (see ‘Materials and Methods’ section). The higher the IC value, the more concentrated the reads are in a few peaks, while the lower the IC value, the more evenly distributed the reads are across the cluster (e.g. Figure 5A, inset). Interestingly, the IC values are consistently higher for reads coming from EVs than from adult libraries (Figure 5A), indicating that the EVs more often contain reads from specific peaks and are not a random sampling of the adult sRNA pool. 

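The H. bakeri cluster with the highest mean CPM in treated EVs was ncRNA_16320, which spans 8463 bp of nHp.2.0.scaf00033 from 484227 to 492689. It held 75377 ± 4007 CPM (SD, n = 2) in treated EVs, which is 7.54% ± 0.401 of their counts, and 6980.0 ± 1555 CPM (SD, n = 3) in treated adults. Without treatment it held 16533 ± 1110.4 CPM (SD, n = 2) in EVs and 529 ± 172 CPM (SD, n = 3) in adults. In the supernatant it had 4024 ± 761 CPM (SD, n = 2). Between treated EVs and adults its log2 fold change was 4.15 (standard error 0.21, adjusted p = 1.84e-04, edgeR quasi-likelihood test), from 3.05 to 4.33 over 15 alternatives. Over the supernatant it was 4.63 (standard error 0.26, adjusted p = 1.37e-04, same test). Supernatant and adults did not differ detectably in this cluster (log2 fold change −0.47, adjusted p = 0.198, same test). Reads with several possible places leave the count of so long a cluster uncertain where its sequence has copies elsewhere.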

Figure 5B illustrates a region in the *H. bakeri* genome that produces siRNAs enriched in the EVs. The only annotated elements in this region are repeats, mostly novel (species-specific) elements. These results support the idea that EV content reflects a selection of specific siRNA sequences.

**Figure 5.**
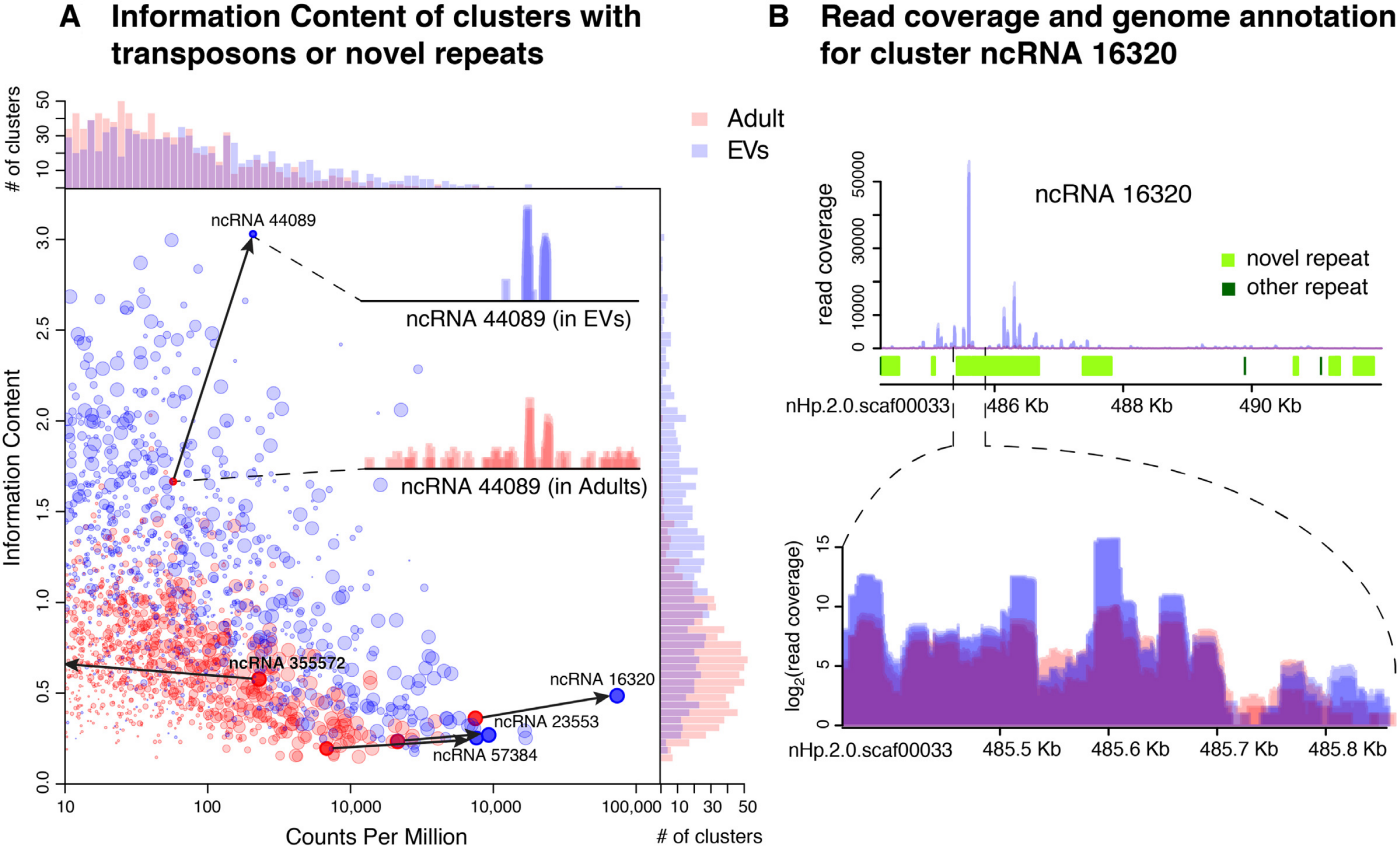
Clusters with transposons or novel repeats have higher IC in EVs than in adults. Dot plot comparing Counts Per Million and IC of all clusters with transposons or novel repeats (**A**). Top and side barplots show the number of clusters at each value of the *X* or *Y*-axis respectively. Inset: example of read coverage for cluster ncRNA_44089. Read coverage (top), annotation of repeat elements (middle) and zoomed-in read coverage (bottom, in log_2_-scale to distinguish individual libraries) for the most highly expressed cluster in EVs (**B**). In all cases blue indicates EV and red indicates Adult libraries.

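ncRNA_44089 covers 792 bp of nHp.2.0.scaf00120, from 353947 to 354738. In treated libraries it had 216 ± 34.2 CPM (SD, n = 2) in EVs, from 648 and 757 counts, and 51.0 ± 24.1 CPM (SD, n = 3) in adults, from 1248, 646 and 459 counts. The log2 fold change was 2.79 (standard error 0.41, adjusted p = 0.00167, edgeR quasi-likelihood test), and both EV libraries were above all 3 adult libraries. Across 15 alternatives it stayed between 1.71 and 3.22, with adjusted p from 1.94e-04 to 0.0119. The supernatant libraries held 41.4 ± 5.43 CPM (SD, n = 2), a log2 fold change of 0.03 over adults (adjusted p = 0.981, same test). By mean CPM the cluster ranked 597 in EVs and 2601 in adults. How reads are spread within the cluster cannot be read from counts per cluster and was not analysed here.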

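By mean CPM in treated libraries, ncRNA_16320 ranked 1 in EVs, adults and pellet, and 8 in the supernatant. The clusters that followed in EVs were ncRNA_106376, on nHp.2.0.scaf00397 from 131124 to 138431, and ncRNA_162968, on nHp.2.0.scaf00765 from 95207 to 101504. ncRNA_106376 had 16904 ± 267 CPM (SD, n = 2) in EVs and 3672 ± 615 (SD, n = 3) in adults, a log2 fold change of 2.93 (standard error 0.22, adjusted p = 2.36e-04, edgeR). ncRNA_162968 had 16716 ± 262 CPM (SD, n = 2) in EVs and 3690.0 ± 695 (SD, n = 3) in adults, a log2 fold change of 2.91 (standard error 0.23, adjusted p = 2.40e-04, edgeR). Over 15 alternatives these log2 fold changes ranged from 1.81 to 3.12 and from 1.79 to 3.10, with the lowest values under DESeq2. They ranked 3 and 2 in adults, and 21 and 16 in the supernatant, where they had 1957 ± 353 and 2381 ± 471 CPM (SD, n = 2). All 3 clusters were polyP-enriched in both materials.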

To determine whether exWAGO specifically associates with the EV-enriched sRNAs produced from novel repeats, we immunoprecipitated the adult nematode lysates using an antibody raised against exWAGO and analysed by qRT-PCR the co-purified sRNAs. The siRNAs that derive from EV-enriched clusters immunopurified with exWAGO and were depleted in the unbound fraction (Figure 6). We observed the opposite pattern with the control, using naive sera conjugated to beads. In contrast, siRNAs derived from selected clusters that are abundant in adults but not represented in the EVs did not copurify with exWAGO, nor did Y RNAs or a conserved miRNA (Figure 6). To confirm the selective export of these siRNAs by exWAGO, we carried out an immunoprecipitation of exWAGO from *H. bakeri* EVs. As shown in Figure 6C, the three siRNAs that are enriched in EVs co-purify with exWAGO (∼9-fold enrichment for siRNAs from loci 16320 and 57384 and 1.5-fold enrichment for siRNA from loci 23553), whereas the Y RNA and miR-100 do not. These results suggest that specific siRNA sequences bind to exWAGO, which mediates their encapsulation in EVs and defines the population of vesicular siRNAs that are secreted into the host environment.

**Figure 6.**
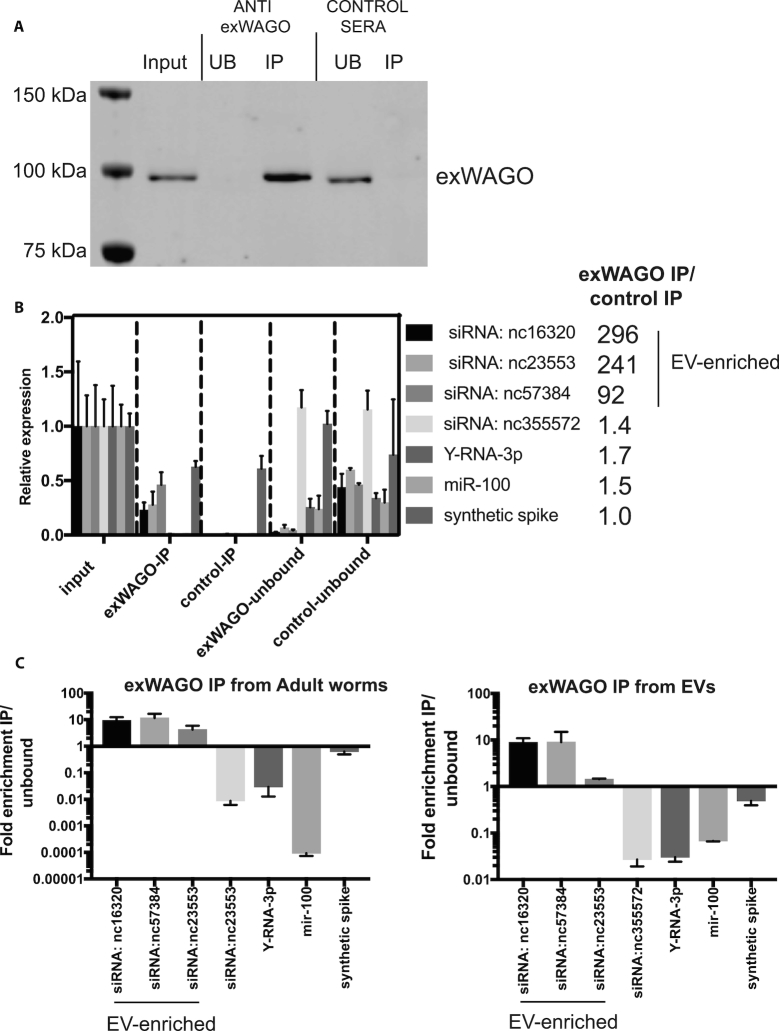
Immunoprecipitation (IP) of exWAGO and detection of associated RNAs. (**A**) Western blot to detect exWAGO following IP of 10 µg adult worm lysates with exWAGO anti-sera or control (naive) sera. Equivalent volumes input and unbound were loaded (unbound is defined as first flow-through from beads). (**B**) qRT-PCR analysis of samples from (A) for siRNAs derived from EV-enriched or adult-enriched clusters as well as Y-RNA and miR-100 (*n* = 3, mean and standard deviation shown). Ratio of indicated RNAs in IP with exWAGO anti-sera versus control (naive) sera is noted on right. (**C**) Fraction of indicated RNAs in exWAGO IP product versus unbound (flow through) from adult worm IPs (left), data as in (B) compared to IPs directly from 16 µg purified EVs (right) *n* = 2. Mean and standard deviation are shown. To control for recovery of RNA during extraction, a synthetic spike was included prior to extraction which varied <2-fold across all sample types.

## DISCUSSION

That small RNAs are transferred within organisms, and between organisms, has many implications in cross-species communication and disease. However, there are many questions regarding how RNAs are selected for export from the donor, which RNAs are transferred to the recipient, and whether and how these RNAs function within the recipient. Here, we have examined the question of the specificity of packaging of sRNAs in EVs in the model parasite *H. bakeri* using comparative analyses of the origin of sRNAs within the body of the nematode *versus* those selected to be exported in EVs. We compare this to evolutionary analyses of the sRNA machinery in the parasite and the closely related, free-living *C. elegans*. We find that secondary siRNAs within adults of both the free-living and the parasitic nematodes are largely produced to target mRNAs and retrotransposons by antisense pairing along their entire length, and are therefore associated with endogenous gene regulation and defence. In contrast, the siRNAs within EVs secreted by the parasite do not appear to be a stochastic sampling of those detected in the adult nematodes but are specifically enriched for those produced from transposons and newly-evolved, repetitive regions in the genome. We do not see this pattern of enrichment with siRNAs detected in the non-vesicular fractions of the secretion product. This suggests both molecular and evolutionary selectivity in what is packaged in EVs.

We identify exWAGO as one mechanism of selective siRNA encapsulation and export in the nematode parasites. Our immunoprecipitation experiments with exWAGO demonstrate association with EV-enriched siRNAs but not Y RNAs or miRNAs in EVs (6). Mechanistically, we envision three processes that could contribute to the total RNA present in EVs, acting independently or together. The EVs could be passively loaded with the sRNAs present in the cell type from which EVs are exported. It is likely that EVs are released from the intestine (6). Second, the sRNAs could be actively loaded by some intrinsic property, perhaps related to their specific biogenesis pathway. Third, the sRNAs could associate with a specific RNA-binding protein, as has been shown in some mammalian systems (8–10). Our immunoprecipitation data suggest that associative binding occurs for the siRNAs and we identify exWAGO as the mediator of this selective export. Intriguingly exWAGO is highly conserved and dominant in all Clade V parasitic nematodes examined, apart from *Dictyocaulus viviparus*, and we have further shown that it is also secreted in the rodent parasitic nematode *N. brasiliensis*. We propose therefore that the mechanism of exWAGO-mediated siRNA export extends beyond the *H. bakeri* model. At the same time, we cannot rule out that exWAGO plays additional functions inside the parasite.

The sRNAs selected for export with exWAGO derive from regions of the *H. bakeri* genome that are repetitive and novel, which may reflect recent, dynamic evolution of this putative host manipulation system. Rather than derive sRNAs from conserved loci, and risk self-directed effects, selection may exploit the rapidly evolving non-genic portion of the genome to generate evolutionarily novel but host-relevant sRNA loci. It will be informative to understand whether and how these associate with host genes inside host cells, since we know the EVs are internalized by host cells (6,37).

We identified the SAGO and PPW proteins in *C. elegans* and related *Caenorhabditis* species as diverged exWAGO orthologues. Although as yet we have no evidence that the SAGOs (or any other AGOs) are exported extra-organismally from *C. elegans*, preliminary data suggest these may both have common localization in the intestine ((6) and Claycomb, Seroussi, unpublished). It will be of interest to understand whether SAGO-1, SAGO-2 and PPW-1 function within *C. elegans* can shed light on the roles of exWAGO.

Very little is understood regarding the evolution of cross-species communication. That pathogens use small RNAs to modulate their hosts is not unexpected, as it has been well documented in interactions between parasitic fungi and plants (38) and it is similar, conceptually, to the evolution of miRNAs in certain viruses (39). In contrast to viruses, however, extracellular parasites such as *H. bakeri* require a mechanism for transporting specific sRNAs into host (mammalian) cells. The packaging of siRNAs in EVs by exWAGO provides a key mechanism for selectivity in export. EVs have also recently been implicated in the transfer of RNA in plants, in this case from the plant cells to fungal parasites although selectivity mechanisms are not known (40). We do not yet know if exWAGO is solely involved in export, or is also involved in mediating functional effects inside the recipient cells. We also do not yet know if the non-vesicular exWAGO plays any functional role. Several studies suggest mammalian Argonautes can be highly stable in extracellular environments, outside of EVs, but whether and how these are internalized by cells is not known.

Further work is required to understand the individual and collective contributions of all of the EV cargos in host cell modulation. This work establishes a parasite Argonaute as a sorting mechanism for selective export of siRNAs in EVs, indicates that focusing only on miRNAs can be misleading in some contexts and provides an important framework for interrogating new parasite–host interactions and their consequences on infection.

## DATA AVAILABILITY

The new genome assembly and annotation for *H. bakeri* are available through WormBase ParaSite (http://parasite.wormbase.org/Heligmosomoides_polygyrus_prjeb15396) and the raw PacBio sequencing data are available at NCBI (https://www.ncbi.nlm.nih.gov/bioproject/PRJEB15396).

The raw and processed small RNA sequencing files are available through GEO (accession number GSE117169).

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: Secretion of an Argonaute protein by a parasitic nematode and the evolution of its siRNA guides
**Source:** Nucleic Acids Res. 2019 Mar 1;47(7):3594–606. doi: 10.1093/nar/gkz142
**Supplement:** Supplementary Data

**Supplemental Table 1:** *Heligmosomoides bakeri* genome assembly

| **Feature** | ***Heligmosomoides bakeri*** **genome assembly v2.0** | ***Heligmosomoides bakeri*** **genome assembly v1.0** |
| --- | --- | --- |
| Reference | This work | WTSI |
| Span (Mb) | 696 | 560 |
| G+C content (%) | 45.6 | 45.0 |
| Scaffold / contig N50 (kb) | 179.6 / 42.6 | 35.8 / 12.8 |
| Number of contigs | 23647 | 44728 |
| Genome CEGMA complete / partial (%) | 88.7 / 8.1 | 78.8 / 18.1 |
| Genome BUSCO (Nematoda) complete / partial (%) | 87.1 / 7.2 | 67.8 / 10.7 |
| Genome BUSCO (Eukaryota) complete / partial (%) | 87.8 / 1.7 | 74.3 / 8.9 |
| Transcriptome mapping | 96.3% | 72.3% |
| Number of protein-coding genes | 24371 | 27459 |

# Supplementary material for: Secretion of an Argonaute protein by a parasitic nematode and the evolution of its siRNA guides
**Source:** Nucleic Acids Res. 2019 Mar 1;47(7):3594–606. doi: 10.1093/nar/gkz142
**Supplement:** Supplementary Data

| **Prefix** | **Species** | **Source** |  |
| --- | --- | --- | --- |
| ACEYL | *Ancylostoma ceylanicum* | WBPS8 PRJNA231479 |  |
| ACANT | *Angiostrongylus cantonensis* | WBPS8 PRJEB493 |  |
| ACOST | *Angiostrongylus costaricensis* | WBPS8 PRJEB494 |  |
| CAFRA | *Caenorhabditis afra* | CGP2 JU1286 |  |
| CBRIG | *Caenorhabditis briggsae* | WBPS8 PRJNA10731 |  |
| CCAST | *Caenorhabditis castelli* | CGP2 JU1956 |  |
| CELEG | *Caenorhabditis elegans* | WBPS8 PRJNA13758 |  |
| CSP1 | *Caenorhabditis monodelphis* | CGP2 JU1667 |  |
| CSP38 | *Caenorhabditis* sp. 38 | CGP2 JU2809 |  |
| CTROP | *Caenorhabditis tropicalis* | WBPS8 PRJNA53597 |  |
| DVIVI | *Dictyocaulus viviparus* | WBPS8 PRJEB5116 |  |
| HCONT | *Haemonchus contortus* | WBPS8 PRJEB506 |  |
| HPLAC | *haemonchus placei* | WBPS8 PRJEB509 |  |
| HPOLY | *Heligmosomoides polygyrus* | EDI v2 |  |
| HBACT | *Heterorhabditis bacteriophora* | WBPS8 PRJNA13977 |  |
| NAMER | *Necator americanus* | WBPS8 PRJNA72135 |  |
| NBRAS | *Nippostrongylus brasiliensis* | WBPS8 PRJEB511 |  |
| ODENT | *Oesophagostomum dentatum* | WBPS8 PRJNA72579 |  |
| OTIPU | *Oscheius tipulae* | EDI v2 |  |
| PPACI | *Pristionchus pacificus* | WBPS8 PRJNA12644 |  |
|  |  |  |  |

**Supplementary Table 2**: Proteomes included in the OrthoFinder clustering analysis. Prefix: prefix used for protein sequences. Species: species name. Source: source of protein files. WBPS8: WormBase ParaSite 8. EDI. CGP2: Caenorhabditis Genome Project *v2.*

# Supplementary material for: Secretion of an Argonaute protein by a parasitic nematode and the evolution of its siRNA guides
**Source:** Nucleic Acids Res. 2019 Mar 1;47(7):3594–606. doi: 10.1093/nar/gkz142
**Supplement:** Supplementary Data

**Supplementary Methods**

**DNA extraction & Sequencing**

To extract genomic DNA from adult *H. bakeri*, the nematodes were washed twice with sterile PBS and re-suspended in Puregene cell lysis buffer (Qiagen) before being triturated by hand using a sterile mortar and pestle under liquid nitrogen. The ground nematode extract was thawed and digested with 100 µg proteinase K (Qiagen) at 65°C with gentle shaking overnight. RNA was removed by subsequent digestion at 37°C for 1hr with RNase A (100 µg; Qiagen). Puregene Protein Precipitation Solution (Qiagen) was added and the digests incubated on ice for 5 min. Precipitate was removed by centrifugation at 13,000 rpm at 4°C for 10 min, and the supernatant transferred to a new tube. Isopropanol was added to the supernatant and samples placed at −20°C for at least 1 hr, followed by centrifugation and ethanol precipitation. Re-suspended DNA was treated with 5 µl RiboShredder mix (Epicentre) at 37°C for 2 hr prior to subsequent purification with the Zymo Research Genomic DNA Clean & Concentrator kit following manufacturer's instructions. Genomic DNA integrity and molecular weight were verified by agarose gel electrophoresis and two template libraries with 10 kb inserts were prepared. PacBio sequencing was carried out on the PacBio RS II platform following the standard protocol with a C2 sequencing kit at the 1×120-min acquisition mode (Centre for Genomic Research at University of Liverpool, UK). The run was carried out with diffusion-based loading and analysed using standard PacBio primary data analysis. Illumina short-read data were generated from independent DNA preparations, using 350 base and 550 base insert libraries on a HiSeq2500 instrument (paired end 125 base reads) (Edinburgh Genomics at University of Edinburgh, UK).

**RNA preparation from adult worms and RNA sequencing**

*C. elegans* cultures were grown at a density of 100,000 worms per plate, on 150mm plates with 2ml of 5X concentrated OP50 to the gravid adult stage (containing embryos; 65h post L1 at 20°C), and harvested and flash frozen as in ([1](#_ENREF_1)). *H. bakeri* were collected as above and disrupted in 700 µl of Qiazol (Qiagen) using mechanical disruption with 5 mm stainless steel beads (Qiagen) on a Tissue Lyser II (30hz for 2 min twice; Qiagen). Total RNA was extracted using a miRNAeasy mini kit (Qiagen) following the manufacturer's instruction. RNA was treated with Turbo DNA-free kit (Thermo Fisher) to remove residual DNA. Total RNA was treated with RNA 5' Polyphosphatase (Epicenter) following manufacturer's instructions, before library preparation. Libraries for small RNA sequencing were prepared using the CleanTag small RNA library prep kit (Trilink) according to the manufacturer’s instructions, using total RNA from adult worms (30 ng), and sucrose-gradient purified EVs (equivalent 1X10^10^ EVs measured by Nanosight, Malvern). For all samples, 1:12 dilutions of both adapters were used with 18 amplification cycles (TriLink BioTechnologies). The products between 140-170bp were size selected and sequenced on an Illumina HiSeq high output v4 50bp SE in Edinburgh Genomics. For stranded mRNA sequencing, the Illumina TruSeq was carried out by Edinburgh Genomics and the libraries sequenced on an MiSeq (reagent Kit v2) with 100PE in Edinburgh Genomics.

**Genome assembly and annotation**

The quality of Illumina reads was checked with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Adapters were removed with Cutadapt ([2](#_ENREF_2)), low-quality bases were trimmed with Trimmomatic ([3](#_ENREF_3)), and reads were error-corrected with BLESS ([4](#_ENREF_4)) using a kmer size of 21. A preliminary assembly was performed with Velvet ([5](#_ENREF_5)) and library insert sizes confirmed after read mapping using bowtie2 ([6](#_ENREF_6)). The Velvet assembly was inspected for contamination with blobtools ([7](#_ENREF_7)), with no contamination being detected. The short Illumina data were assembled and gapfilled using Platanus ([8](#_ENREF_8)), and scaffolded using transcriptome evidence (described below) with SCUBAT2 (Koutsovoulos G. SCUBAT2. https://github.com/GDKO/SCUBAT2) Long-read PacBio data (a total of 10.2 Gb from reads with an N50 of 9,411 bases) were used to further scaffold and gapfill the assembly with PBJelly ([9](#_ENREF_9)). RNA-Seq reads were assembled with Trinity ([10](#_ENREF_10)) resulting in 38,777 transcripts in 30,483 gene components. The transcriptome assembly was filtered based on expression (>1 TPM) and isoform percentage (>0%) calculated by kallisto ([11](#_ENREF_11)), reducing the dataset to 32,595 transcripts. Transcripts that could encode a protein with at least 50 amino acids were selected to use with SCUBAT2. RepeatModeler (Smit, AFA, Hubley, R. RepeatModeler [http://www.repeatmasker.org](http://www.repeatmasker.org/)) and RepeatMasker (Smit, AFA, Hubley, R & Green, P. RepeatMasker http://www.repeatmasker.org) were used to identify and mask repeated regions in the genome prior to gene finding. We used the BRAKER ([12](#_ENREF_12)) pipeline to predict protein-coding genes using the RNA-Seq reads as evidence. We combined the BRAKER general feature format (gff) file and the transcriptome assembly within MAKER2 ([13](#_ENREF_13)) to predict untranslated regions of transcripts (UTRs) and remove low quality gene predictions. This curated set was used for downstream analyses.

**Identification of *H. baker*i exWAGO orthologues in other Rhabditomorpha**

Loci orthologous to the *H. bakeri* secreted WAGO (exWAGO) were identified using BLAST ([14](#_ENREF_14)) searches of the genome-derived proteomes of *Haemonchus contortus*, *Necator americanus* and *Pristionchus pacificus*. The gene model of each identified orthologue was then evaluated with RNA-Seq data from the relevant species, and corrected if necessary. Using an alignment of these four proteins, a custom hidden Markov model (HMM) was constructed to identify homologues in other nematode genomes using HMMer ([15](#_ENREF_15)) within GenePS (Koutsovoulos G https://github.com/jgraveme/GenePS). The discovered gene models were corrected based on alignment of the HMM profile, *de novo* Augustus ([16](#_ENREF_16)) prediction, the previous predicted gene models and RNA-Seq data if available. Orthologues in *Caenorhabditis* species were validated through analysis of reciprocal best BLAST matches. Protein sequences of exWAGO orthologues were aligned with MAFFT ([17](#_ENREF_17)) and the alignment was analysed with PHYML (using the LG+G model) ([18](#_ENREF_18),[19](#_ENREF_19)). Bootstrap support was calculated from 100 bootstrap replicates.

**Ortholog clustering**

Protein sequences of 21 nematode species were retrieved from the sources specified in Supplementary Table 2. Sequences below a length of 30 residues and containing more than one non-terminal stop codon were removed. Manually annotated *H. bakeri* exWAGO orthologues were added to the corresponding proteomes. Sequence similarity searches were performed using BLAST v2.4.0+ (-evalue 1e-5 -outfmt '6' -seg yes -soft_masking true -use_sw_tback). Protein clustering was carried out using OrthoFinder v1.1.4 ([20](#_ENREF_20)) under the MCL inflation value of 3.0. Functional annotation of proteins was carried out via InterProScan v5.22-61.0 ([21](#_ENREF_21)) against PFAM v30.0 ([22](#_ENREF_22)) and SignalP-Euk v4.1 ([23](#_ENREF_23)). Orthogroups were analysed using KinFin v1.0.3 ([24](#_ENREF_24)) by providing functional annotation and the phylogenetic tree of the taxa. The orthogroups were screened based on previously described *C. elegans* WAGOs ([25](#_ENREF_25)) using the KinFin script get_count_matrix.py. Output files are deposited at <https://github.com/DRL/chow2018>.

**Analysis of Argonaute expression levels in Clade V**

To quantify the overall Argonaute transcript levels in Clade V parasitic nematodes, we assessed the NCBI/SRA (<https://www.ncbi.nlm.nih.gov/sra)> and downloaded the available Illumina raw data of mixed adults or female adults life-stages. There are 13 paired-end libraries corresponding to six nematodes (including *H. bakeri*), detailed in Supplementary Table 3. The fastq-dump from the SRA toolkit (NCBI 2011) was used to obtain sequence files in FASTQ format. Sequences were filtered for low quality reads and adapters using Trim Galore v0.4.5 (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/). Transcripts were then quantified using corresponding reference transcriptome from WormBase Parasite ([26](#_ENREF_26)) within Salmon v0.10.1 ([27](#_ENREF_27)). The mean tpm (n=2) of *C. elegans* Argonaute transcripts were obtained from EMBL-EBI Expression Atlas ([28](#_ENREF_28)).

**Proteomics of excretory-secretory products**

Total protein from three replicates *N. brasiliensis* ES (2.5-5ug EVs and 5 ug supernatant) was loaded on a 4-12% Tris-Bis NuPAGE gel (Invitrogen) and electrophoresed before overnight in-gel digestion as described ([29](#_ENREF_29)). Peptide extracts were dried by Speedvac and the dried peptide samples were re-suspended in MS-loading buffer (0.5% trifluoroacetic acid in water) then filtered before HPLC-MS analysis. Analysis was performed using an online system of a nano-HPLC (Dionex Ultimate 3000 RSLC, Thermo-Fisher) coupled to a QExactive mass spectrometer (Thermo-Fisher) with a 300µm x 5mm pre-column (Acclaim Pepmap, 5µm particle size) joined with a 75µm x 50cm column (Acclaim Pepmap, 3µm particle size). Peptides were separated using a multi-step gradient of 2–98% buffer B (80% acetonitrile and 0.1% formic acid) at a flow rate of 300 nL/min over 90 min. Data from MS/MS spectra was searched using MASCOT against a *N. brasiliensis* databases (WormBase Parasite). The parameters used in each search were: (i) missed cut = 2, (ii) fixed cysteine carbamidomethylation modification, (iii) variable methionine oxidation modification, (iv) peptide mass tolerance of 10ppm, (v) fragment mass tolerance of 0.05 Da. Search results were exported using a significance threshold (p-value) of less than 0.05 and a peptide score cut off of 20.

**Nanoparticle tracking analysis (NTA)**

NTA was carried out using a NanoSight LM14 instrument (Malvern Instruments, Malvern, UK). Vesicles were diluted with 0.1 µm-filtered PBS prior to analysis. NTA 2.2 software was used to record and analyse the samples. The camera level was set to 15 and the detection threshold to 5. Minimum expected particle size, blur and minimum track length were set to auto. The background extraction was set to On. Three measurements with 60s recording were taken for each sample. The mean and standard error of the mean (SEM) were calculated and plotted using GraphPad Prism 7 (GraphPad Software).

**Transmission electron microscopy (TEM)**

For visualization of the vesicles, the purified *H. bakeri* EVs were fixed in 2% paraformaldehyde (PFA), deposited on Formvar-carbon-coated EM grids and treated with glutaraldehyde before treatment with uranyl oxalate and methyl cellulose as described elsewhere previously ([30](#_ENREF_30)) and then viewed in a Philips CM120 TEM. Images were taken on a Gatan Orius CCD camera.

**Annotation of known families of ncRNA in *H. bakeri* by homology**

To expand the annotation of *H. bakeri* into the non-coding realm, we predicted ncRNA families with Infernal 1.1.1 ([31](#_ENREF_31)) using covariance models from Rfam 12.0 ([32](#_ENREF_32)). For transfer RNA annotation, we used tRNAscan-SE 1.3.1 ([33](#_ENREF_33)), and RNAmmer 1.2 ([34](#_ENREF_34)) for ribosomal RNA. We downloaded all mature sequences from miRBase 21 ([35](#_ENREF_35)) to annotate known miRNAs with MapMi 1.5.9 ([36](#_ENREF_36)). The sequences of predicted and curated miRNAs and piRNAs from a previous publication ([30](#_ENREF_30)) were also transferred to the new genome using BLAST and requiring perfect hits. yRNA annotation is based on our previous report ([30](#_ENREF_30)).

**Annotation of ncRNA in *H. bakeri* using sRNA-seq data**

We also used all our sRNA-seq results to predict novel ncRNA producing regions. For this, we used two different approaches: ShortStack 3.8.3 ([37](#_ENREF_37)) and miRDeep2 ([38](#_ENREF_38)). For mapping and analysis by ShortStack, we combined all libraries for each genome as a single input, and used the following parameters: --pad 10, --mincov 10, --dicermin 18, --dicermax 32. ShortStack will thus predict regions or clusters on the genome where many sRNAs are mapped. We also used miRDeep2 to discover new miRNAs. For the miRDeep2 alignment procedure we used the combination of all libraries and parameters: -c -j -l 18 –m -q. For the miRDeep identification procedure, we used parameters: -a 100, -g 500. As input sequences, we used the high confidence *H. bakeri* mature sequences from our previous publication ([30](#_ENREF_30)) and all mature and hairpin sequences from miRBase 21 ([35](#_ENREF_35)).

**Annotation segmentation of the genome**

In order to understand how different parts of the genome led to sRNA production, we produced a non-overlapping segmentation of the genomic annotation. At the end, every base of the genome was assigned to a single type of annotation. For bases that had more than one type of overlapping annotation, we defined a simple hierarchy to choose the preferred one. The hierarchy consisted of: miRNA > yRNA > piRNA > tRNA > rRNA > snRNA > snoRNA > other_ncRNA > known retrotransposons > known transposons > mRNA exons > mRNA introns > satellite repeats > novel repeats > low complexity and simple repeats. For example, if a base overlapped with a miRNA and an intron on the same strand, it was assigned as a miRNA. Different annotation was allowed on either strand, so a single base pair could be assigned as an intron on one strand, and as a miRNA on the other strand. This was accomplished within R, extensively using objects and functions from the GenomicRanges package ([39](#_ENREF_39)). The total number of bases assigned to each annotation type in both genomes is presented in Table 1. For all analyses that required defining a single annotation for each read (Figure 4), we used the annotation of the base aligned to the central position of the read.

**Definition and classification of sRNA-producing clusters in the genome**

To define discrete sRNA-producing regions in the genome, we selected ShortStack clusters as our main reference loci. Some of these clusters overlapped exon-intron boundaries. Since we were interested in distinguishing the sRNA reads coming from introns (possible degradation products) and exons (potential siRNAs), we split all overlapping clusters at exon-intron boundaries. A total of 417,292 clusters were defined for the *H. bakeri* genome, and 103,278 for *C. elegans*.

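These numbers equal the clusters in the deposited tables. A cluster in the table need not be detected in every material, since clusters were defined over all libraries of a genome. In the treated C. elegans libraries between 97518 and 98903 clusters had a count, and in the untreated ones between 31333 and 42607.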

**Expression quantification of sRNA-producing clusters**

In order to obtain a level of expression for each sRNA-producing cluster, we counted mapped reads using the *findOverlaps* function from GenomicRanges R package ([39](#_ENREF_39)) with parameters minoverlap=16 and ignore.strand=TRUE. With this we obtained count tables, where each cluster was a row and each library a column. We also calculated coverage mapping to clusters using the *coverage* function from GenomicRanges R package using counts as weights.

**Differential expression analysis of sRNA-producing clusters**

Exploratory analysis of the expression levels of all clusters across libraries, led us to the conclusion that we had two distinct types of clusters: those producing mostly sRNAs with a 5’ mono-phosphate (expressed in both types of libraries) and those producing mostly sRNAs with a 5’ poly-phosphate (expressed mostly in the polyphosphatase-treated libraries). In order to consistently predict these two types of clusters, we performed differential expression analyses using the edgeR package ([40](#_ENREF_40)). *C. elegans* libraries were analysed on their own, and since *H. bakeri* adult and EV libraries were quite distinct (according to MDS plots), they were analysed separately. 

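On the treated libraries, the leading log2 fold change distance between EV and adult libraries was 8.05 on average, from 7.89 to 8.24 over 6 pairs. Adult libraries lay 4.30 from each other, from 3.88 to 4.65 over 3 pairs, and the EV libraries lay 6.84 from each other. The EV libraries were thus farther from the adults than from each other, although the distance between the EV libraries was large as well. Spearman's rho of log2 CPM across clusters was 0.671 between the EV libraries and 0.100 on average between EV and adult libraries. Clusters are not independent replicates, so no p-value is given for these correlations.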

We first imported the count tables, chose the desired libraries, and selected only clusters with at least 0.5 counts-per-million in at least 2 libraries. Next, we performed an edgeR analysis with TMM normalisation and using only the estimated common dispersion. 

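A common dispersion is 1 value for the spread between replicates that is shared by all clusters. In the test for monoP-enriched clusters it was 0.0963 for C. elegans, 0.372 for H. bakeri adults and 0.983 for EVs. After the re-normalisation it was 0.206, 0.440 and 1.03. A higher value means that a cluster needs a larger fold change to be called.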

To define the monoP-enriched clusters (with higher relative expression in untreated libraries, since untreated libraries do not contain 5’ poly-phosphate reads) we performed a *glmTreat* test, searching for clusters that were significantly more abundant in the untreated libraries. We visually confirmed that the selected clusters contained the expected types of annotation (rRNA, tRNA, miRNA), and formed a consistently horizontal cloud in abundance vs fold-change (MA) plots. 

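The test for monoP-enriched clusters was run on simulated counts drawn from the real means, totals and dispersions, with 200 abundant clusters lowered by treatment. Of clusters lowered 64-fold, the test recovered 99.5% in the C. elegans design, 97% in the H. bakeri adult design and 53% in the EV design. Of clusters lowered 8-fold it recovered 0% in each. Among the unchanged clusters, the 64-fold simulations gave 0, 0 and 13 false calls, of 71992, 141905 and 55237 clusters in all. At a fold change of 2 in place of 5, 7139 C. elegans clusters were monoP-enriched, and at an FDR of 0.05 the EV libraries gave 3178.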

To define these monoP-enriched clusters, we used different cutoffs: for *C. elegans* a fold-change of 5 and False Discovery Rate (FDR) of 0.01, for *H. bakeri* adult libraries a fold-change of 2 and FDR of 0.01, for *H. bakeri* EV libraries a fold-change of 1.05 and FDR of 0.25. In all cases we calculated the FDR using the Benjamini-Hochberg method ([41](#_ENREF_41)). Supplemental Figure 1 shows these results, highlighting the overlap with miRNAs. We next used the miRNA-containing monoP-enriched clusters as a baseline (since they should be equally expressed in untreated and treated libraries) to re-normalise the data. 

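The re-normalisation shifts all fold changes of a material by about the same amount. The median log2 fold change of treated over untreated libraries went from 2.58 to 5.94 in C. elegans, from 2.34 to 6.70 in H. bakeri adults and from 3.78 to 6.54 in EVs. A polyP-enriched cluster is therefore one with more treated reads relative to the baseline clusters. In simulated counts where most clusters did not change with treatment and 200 fell 64-fold, the fallen clusters became the baseline, and 99.9%, 99.2% and 97.1% of the unchanged clusters were called polyP-enriched in the 3 designs. With every C. elegans monoP-enriched cluster as the baseline, in place of those assigned to miRNAs, 70765 clusters were polyP-enriched.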

To define the polyP-enriched clusters, we again used a *glmTreat* test, searching for those with significantly more expression in the polyphosphatase-treated libraries. For the *C. elegans* and *H. bakeri* adult libraries we used a fold-change cutoff of 2 and 0.01 FDR, and for the EV libraries a fold-change of 1.5 and FDR of 0.2. The resulting polyP-enriched clusters are also indicated in Supplemental Figure 2.

**Information Content of sRNA-producing clusters**

To describe the pattern of reads covering each cluster, we calculated the coverage cluster Information Content (IC). IC is based on the coverage entropy of each cluster, compared to a uniform coverage distribution (maximum entropy) and is defined as *IC = log2(length(y)-entropy(y))*, where *y* is the cluster coverage. Entropy values were calculated with the *entropy* function from *entropy* R package ([42](#_ENREF_42)). The total number of bases for each coverage value (discretized by the function y = *round(log10(coverage+1),1)*10*) were tabulated and converted into an entropy value. This was subtracted from the maximum entropy given the length of each cluster. For a perfectly uniform distribution (either no reads, or the same depth across the whole cluster, IC = 0. If IC > 0, there is more coverage variability, with the cluster presenting one or more “peaks”. To avoid biases caused by higher sequencing depth of the Adult libraries, we used the same number of amplification cycles for both types of libraries, and during the bioinformatic analysis we randomly sampled exactly 2.5 million mapped reads from two Adult and two EV libraries, before calculating the IC values as mentioned above.

**Argonaute Immunoprecipitations**

*H. bakeri* adult worms were lysed with worm lysis buffer (10 mM Tris-HCl, 150 mM NaCl, 0.5% NP40, 0.5 mM EDTA, cOmplete™ Protease Inhibitor Cocktail Tablets from Roche, pH 7) using mechanical disruption with 5 mm stainless steel beads (Qiagen) on a Tissue Lyser II (30hz for 2 min twice; Qiagen). The lysates were cleared by centrifugation (16,000×g) for 10 min at 4°C and immediately used for immunoprecipitation.. The supernatants (10ug each) were immunoprecipitated with rat polyclonal anti-exWAGO antibody (raised against full length protein) or rat normal IgG followed by protein L magnetic beads (Fisher Scientific). After immunoprecipitation, equivalent amounts (from 200 uL) of the input, flow-through and the immunoprecipitated product were kept for RNA extraction using the miRNeasy Serum/Plasma Kit (Qiagen). Briefly, a synthetic spike RNA (termed RT4) was added at 0.1pM to the Qiazol (5X sample volume) before RNA extraction as an internal control. The RNAs were eluted with 14ul RNase-free water. The small RNAs that were associated with *H. bakeri* exWAGO were analysed by qRT-PCR as below. The rabbit polyclonal anti-exWAGO antibody (as described above) was used for the western blot analysis of exWAGO.

**Detection of *H. bakeri* siRNAs by qRT-PCR**

For reverse transcription of RNA from exWAGO IPs, a fixed volume of 5 uL of total RNA was used as input (20 uL reaction volume) using the miScript RT II System (Qiagen) according to the manufacturer’s protocol. cDNAs were diluted 10-fold in nuclease-free water for quantitative PCR. Quantitative PCR was carried out with the QuantiTec SYBR Green PCR kit (Qiagen), which includes a universal primer, according to the manufacturer’s protocol. Primers for *H. bakeri* specific siRNAs and synthetic spike-in RNAs were used at a final concentration of 200 nM and were purchased from IDT and efficiency measured as in ([43](#_ENREF_43)). Two technical replicates for each of the three biological replicates were included, as well as a nuclease-free water (“no template”) control. The immunoprecipitated samples using exWAGO were defined as experimental group and those using rat normal IgG were defined as control group. The q-RT-PCR condition used was as follows: 1) pre-denaturation for 15 min at 95^o^C, 2) 40 cycles of denaturation 15s at 94^o^C, annealing 30s at 55^o^C, and elongation 30s at 70^o^C. Melting curve was included for each sample to check specificity. Fluorescence data collection was performed at the end of each annealing step. Data was collected on a Light Cycler 480 System (Roche) and Ct were calculated with the Light Cycler 480 software (version sw 1.5.1) with the “High Confidence” and “SYBR Green I / HRM Dye (465-510)” settings. The efficiency of primers was determined using a dilution series as shown in Supplementary Figure 7 and all Cts analysed here were within the linear range of detection. No signals were detected in all NTC. Data were analysed using the 2^−ΔΔCt^ method described in ([44](#_ENREF_44)).

List of qRT-PCR DNA primers used:

| EV-enriched_nc16320 | GATGACCAACCGGCTGTGGAAGC |
| --- | --- |
| EV-enriched_nc57384 | GTAGTTGGGGTGGTTGTAGG |
| EV-enriched_nc23553 | GAACGACTGCTTCTATGCCACCCGA |
| Adult-enriched_nc355572 | GGAACTCCCAACGGGCCCGGG |
| Y-RNA-3p | CGACAAAAGCTCGACCGGCGC |
| miR-100 | AACCCGTAGATCCGAACTTGTGT |
| Synthetic spike | CTTGCGCAGATAGTCGACACGA |

**References**

1. Claycomb, J.M., Batista, P.J., Pang, K.M., Gu, W., Vasale, J.J., van Wolfswinkel, J.C., Chaves, D.A., Shirayama, M., Mitani, S., Ketting, R.F. *et al.* (2009) The Argonaute CSR-1 and its 22G-RNA cofactors are required for holocentric chromosome segregation. *Cell*, **139**, 123-134.

2. Martin, M. (2011) Cutadapt removes adapter sequences from high-throughput sequencing reads. *EMBnet.journal*, **17**.

3. Bolger, A.M., Lohse, M. and Usadel, B. (2014) Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics*, **30**, 2114-2120.

4. Heo, Y., Wu, X.L., Chen, D., Ma, J. and Hwu, W.M. (2014) BLESS: bloom filter-based error correction solution for high-throughput sequencing reads. *Bioinformatics*, **30**, 1354-1362.

5. Zerbino, D.R. and Birney, E. (2008) Velvet: algorithms for de novo short read assembly using de Bruijn graphs. *Genome research*, **18**, 821-829.

6. Langmead, B. and Salzberg, S.L. (2012) Fast gapped-read alignment with Bowtie 2. *Nature methods*, **9**, 357-359.

7. Kumar, S., Jones, M., Koutsovoulos, G., Clarke, M. and Blaxter, M. (2013) Blobology: exploring raw genome data for contaminants, symbionts and parasites using taxon-annotated GC-coverage plots. *Frontiers in genetics*, **4**, 237.

8. Kajitani, R., Toshimoto, K., Noguchi, H., Toyoda, A., Ogura, Y., Okuno, M., Yabana, M., Harada, M., Nagayasu, E., Maruyama, H. *et al.* (2014) Efficient de novo assembly of highly heterozygous genomes from whole-genome shotgun short reads. *Genome research*, **24**, 1384-1395.

9. English, A.C., Richards, S., Han, Y., Wang, M., Vee, V., Qu, J., Qin, X., Muzny, D.M., Reid, J.G., Worley, K.C. *et al.* (2012) Mind the gap: upgrading genomes with Pacific Biosciences RS long-read sequencing technology. *PloS one*, **7**, e47768.

10. Haas, B.J., Papanicolaou, A., Yassour, M., Grabherr, M., Blood, P.D., Bowden, J., Couger, M.B., Eccles, D., Li, B., Lieber, M. *et al.* (2013) De novo transcript sequence reconstruction from RNA-seq using the Trinity platform for reference generation and analysis. *Nature protocols*, **8**, 1494-1512.

11. Bray, N.L., Pimentel, H., Melsted, P. and Pachter, L. (2016) Near-optimal probabilistic RNA-seq quantification. *Nature biotechnology*, **34**, 525-527.

12. Hoff, K.J., Lange, S., Lomsadze, A., Borodovsky, M. and Stanke, M. (2016) BRAKER1: Unsupervised RNA-Seq-Based Genome Annotation with GeneMark-ET and AUGUSTUS. *Bioinformatics*, **32**, 767-769.

13. Holt, C. and Yandell, M. (2011) MAKER2: an annotation pipeline and genome-database management tool for second-generation genome projects. *BMC bioinformatics*, **12**, 491.

14. Altschul, S.F., Gish, W., Miller, W., Myers, E.W. and Lipman, D.J. (1990) Basic local alignment search tool. *Journal of molecular biology*, **215**, 403-410.

15. Johnson, L.S., Eddy, S.R. and Portugaly, E. (2010) Hidden Markov model speed heuristic and iterative HMM search procedure. *BMC bioinformatics*, **11**, 431.

16. Stanke, M. and Morgenstern, B. (2005) AUGUSTUS: a web server for gene prediction in eukaryotes that allows user-defined constraints. *Nucleic acids research*, **33**, W465-467.

17. Katoh, K., Misawa, K., Kuma, K. and Miyata, T. (2002) MAFFT: a novel method for rapid multiple sequence alignment based on fast Fourier transform. *Nucleic acids research*, **30**, 3059-3066.

18. Guindon, S., Lethiec, F., Duroux, P. and Gascuel, O. (2005) PHYML Online--a web server for fast maximum likelihood-based phylogenetic inference. *Nucleic acids research*, **33**, W557-559.

19. Guindon, S. and Gascuel, O. (2003) A simple, fast, and accurate algorithm to estimate large phylogenies by maximum likelihood. *Systematic biology*, **52**, 696-704.

20. Emms, D.M. and Kelly, S. (2015) OrthoFinder: solving fundamental biases in whole genome comparisons dramatically improves orthogroup inference accuracy. *Genome biology*, **16**, 157.

21. Jones, P., Binns, D., Chang, H.Y., Fraser, M., Li, W., McAnulla, C., McWilliam, H., Maslen, J., Mitchell, A., Nuka, G. *et al.* (2014) InterProScan 5: genome-scale protein function classification. *Bioinformatics*, **30**, 1236-1240.

22. Finn, R.D., Coggill, P., Eberhardt, R.Y., Eddy, S.R., Mistry, J., Mitchell, A.L., Potter, S.C., Punta, M., Qureshi, M., Sangrador-Vegas, A. *et al.* (2016) The Pfam protein families database: towards a more sustainable future. *Nucleic acids research*, **44**, D279-285.

23. Petersen, T.N., Brunak, S., von Heijne, G. and Nielsen, H. (2011) SignalP 4.0: discriminating signal peptides from transmembrane regions. *Nature methods*, **8**, 785-786.

24. Laetsch, D.R. and Blaxter, M.L. (2017) KinFin: Software for Taxon-Aware Analysis of Clustered Protein Sequences. *G3*, **7**, 3349-3357.

25. Grishok, A. (2013) Biology and Mechanisms of Short RNAs in Caenorhabditis elegans. *Advances in genetics*, **83**, 1-69.

26. Howe, K.L., Bolt, B.J., Shafie, M., Kersey, P. and Berriman, M. (2017) WormBase ParaSite - a comprehensive resource for helminth genomics. *Molecular and biochemical parasitology*, **215**, 2-10.

27. Patro, R., Duggal, G., Love, M.I., Irizarry, R.A. and Kingsford, C. (2017) Salmon provides fast and bias-aware quantification of transcript expression. *Nature methods*, **14**, 417-419.

28. Petryszak, R., Keays, M., Tang, Y.A., Fonseca, N.A., Barrera, E., Burdett, T., Fullgrabe, A., Fuentes, A.M., Jupp, S., Koskinen, S. *et al.* (2016) Expression Atlas update--an integrated database of gene and protein expression in humans, animals and plants. *Nucleic acids research*, **44**, D746-752.

29. Le Bihan, T., Martin, S.F., Chirnside, E.S., van Ooijen, G., Barrios-Llerena, M.E., O'Neill, J.S., Shliaha, P.V., Kerr, L.E. and Millar, A.J. (2011) Shotgun proteomic analysis of the unicellular alga Ostreococcus tauri. *Journal of proteomics*, **74**, 2060-2070.

30. Buck, A.H., Coakley, G., Simbari, F., McSorley, H.J., Quintana, J.F., Le Bihan, T., Kumar, S., Abreu-Goodger, C., Lear, M., Harcus, Y. *et al.* (2014) Exosomes secreted by nematode parasites transfer small RNAs to mammalian cells and modulate innate immunity. *Nature communications*, **5**, 5488.

31. Nawrocki, E.P., Kolbe, D.L. and Eddy, S.R. (2009) Infernal 1.0: inference of RNA alignments. *Bioinformatics*, **25**, 1335-1337.

32. Nawrocki, E.P., Burge, S.W., Bateman, A., Daub, J., Eberhardt, R.Y., Eddy, S.R., Floden, E.W., Gardner, P.P., Jones, T.A., Tate, J. *et al.* (2015) Rfam 12.0: updates to the RNA families database. *Nucleic acids research*, **43**, D130-137.

33. Lowe, T.M. and Eddy, S.R. (1997) tRNAscan-SE: a program for improved detection of transfer RNA genes in genomic sequence. *Nucleic acids research*, **25**, 955-964.

34. Lagesen, K., Hallin, P., Rodland, E.A., Staerfeldt, H.H., Rognes, T. and Ussery, D.W. (2007) RNAmmer: consistent and rapid annotation of ribosomal RNA genes. *Nucleic acids research*, **35**, 3100-3108.

35. Kozomara, A. and Griffiths-Jones, S. (2014) miRBase: annotating high confidence microRNAs using deep sequencing data. *Nucleic acids research*, **42**, D68-73.

36. Guerra-Assuncao, J.A. and Enright, A.J. (2010) MapMi: automated mapping of microRNA loci. *BMC bioinformatics*, **11**, 133.

37. Axtell, M.J. (2013) ShortStack: comprehensive annotation and quantification of small RNA genes. *Rna*, **19**, 740-751.

38. Friedlander, M.R., Mackowiak, S.D., Li, N., Chen, W. and Rajewsky, N. (2012) miRDeep2 accurately identifies known and hundreds of novel microRNA genes in seven animal clades. *Nucleic acids research*, **40**, 37-52.

39. Lawrence, M., Huber, W., Pages, H., Aboyoun, P., Carlson, M., Gentleman, R., Morgan, M.T. and Carey, V.J. (2013) Software for computing and annotating genomic ranges. *PLoS computational biology*, **9**, e1003118.

40. Robinson, M.D., McCarthy, D.J. and Smyth, G.K. (2010) edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics*, **26**, 139-140.

41. Y, B.Y.H. (1995) Controlling the False Discovery Rate: A Practical and Powerful Approach to Multiple Testing. *Journal of the Royal Statistical Society*, **57**, 289-300.

42. Hausser J, S.K. (2014) Entropy: Estimation of Entropy, Mutual Information and Related Quantities.

43. Hoy, A.M., Lundie, R.J., Ivens, A., Quintana, J.F., Nausch, N., Forster, T., Jones, F., Kabatereine, N.B., Dunne, D.W., Mutapi, F. *et al.* (2014) Parasite-derived microRNAs in host serum as novel biomarkers of helminth infection. *PLoS neglected tropical diseases*, **8**, e2701.

44. Livak, K.J. and Schmittgen, T.D. (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. *Methods*, **25**, 402-408.

# Supplementary material for: Secretion of an Argonaute protein by a parasitic nematode and the evolution of its siRNA guides
**Source:** Nucleic Acids Res. 2019 Mar 1;47(7):3594–606. doi: 10.1093/nar/gkz142

## SUPPLEMENTARY MATERIAL

### Supplementary Methods

**Supplementary Table 1:** New *H. bakeri* genome assembly information.

**Supplementary Table 2:** Proteomes included in the OrthoFinder clustering analysis.

**Supplementary Figure 1:** Quantification of exWAGO copy number in extracellular vesicles. A) Western blot of ultracentrifuge pellet and supernatant of *H. bakeri* secretion product, using an antibody against exWAGO. Total protein amounts loaded are indicated. B) Relative quantification of western blot shown in (A) using mean band intensities with Image Studio Lite (LI-COR). C) Western blot of biological replicates of sucrose gradient purified EVs alongside two sets of recombinant Flag-His-tagged exWAGO protein. The \*notes the mobility of the native exWAGO and \*\* is the mobility of the tagged version. Ladders are noted with “L1” and “L2” and the size of each band noted on each side of the blot. D) The band intensities of two sets of recombinant exWAGO and five replicates of known *H. bakeri* EV number are shown.

**Supplementary Figure 2:** Conservation of RNAi pathway in Clade V.

Presence or absence of orthologues to *C. elegans* genes associated with RNAi pathways in Clade V organisms. Phylogenetic relationship is shown at the top of table, gene identities across each species are detailed in <https://github.com/DRL/chow2018>.

**Supplementary Figure 3:** Expression of all sRNA clusters (dots) comparing the average counts-per-million (X-axis) to the fold-change of polyphosphatase-treated relative to untreated libraries (Y-axis). Blue and red dots highlight those clusters identified respectively as polyP (enriched in polyphosphatase treated libraries) or monoP (similar normalised expression between treated and untreated libraries) for *C. elegans* adult nematodes (A), and *H. bakeri* adults (B) or extracellular vesicles (C). Clusters containing known miRNAs (expected to be monoP) are highlighted in gold. The numbers in parenthesis in the top-right labels of each figure represent the number of clusters defined for each category (polyP, monoP and miRNAs).

**Supplementary Figure 4:** Distribution of reads in annotated categories for each type of library, comparing the reads falling within monoP or polyP clusters to all

reads. Plots are shown for untreated libraries for *C. elegans* (A) and *H. bakeri* (B), and polyphosphatase-treated libraries for *C. elegans* (C) and *H. bakeri* (D).

**Supplementary Figure 5:** Comparison of *C. elegans* and *H. bakeri* genome sizes and fractions of each genome devoted to annotated.

**Supplementary Figure 6:** Distinct siRNA populations in *H. bakeri* EVs compared to the non-vesicular secretion product. A) Multi-Dimensional Scaling plot showing the relationship between adult, supernatant and EV libraries, quantifying all the 20-25nt reads that fall within polyP-enriched clusters. B) Line plot showing the average percentage of these reads in each annotation category, for the adult, supernatant and EV libraries. C) qRT-PCR analysis of relative fraction of EV-enriched siRNAs, adult-enriched siRNA, Y RNA and miRNA levels in EVs compared to ultracentrifuge supernatant, mean and standard deviation shown (n=2).

**Supplementary Figure 7:** Efficiencies and linear dynamic ranges of primers used for sRNA detection.

## **Supplementary Methods**

### **DNA extraction & Sequencing**

To extract genomic DNA from adult *H. bakeri*, the nematodes were washed twice with sterile PBS and re-suspended in Puregene cell lysis buffer (Qiagen) before being triturated by hand using a sterile mortar and pestle under liquid nitrogen. The ground nematode extract was thawed and digested with 100 µg proteinase K (Qiagen) at 65°C with gentle shaking overnight. RNA was removed by subsequent digestion at 37°C for 1hr with RNase A (100 µg; Qiagen). Puregene Protein Precipitation Solution (Qiagen) was added and the digests incubated on ice for 5 min. Precipitate was removed by centrifugation at 13,000 rpm at 4°C for 10 min, and the supernatant transferred to a new tube. Isopropanol was added to the supernatant and samples placed at -20°C for at least 1 hr, followed by centrifugation and ethanol precipitation. Re-suspended DNA was treated with 5 µl RiboShredder mix (Epicentre) at 37°C for 2 hr prior to subsequent purification with the Zymo Research Genomic DNA Clean & Concentrator kit following manufacturer's instructions. Genomic DNA integrity and molecular weight were verified by agarose gel electrophoresis and two template libraries with 10 kb inserts were prepared. PacBio sequencing was carried out on the PacBio RS II platform following the standard protocol with a C2 sequencing kit at the 1×120-min acquisition mode (Centre for Genomic Research at University of Liverpool, UK). The run was carried out with diffusion-based loading and analysed using standard PacBio primary data analysis. Illumina short-read data were generated from independent DNA preparations, using 350 base and 550 base insert libraries on a HiSeq2500 instrument (paired end 125 base reads) (Edinburgh Genomics at University of Edinburgh, UK).

### **RNA preparation from adult worms and RNA sequencing**

*C. elegans* cultures were grown at a density of 100,000 worms per plate, on 150mm plates with 2ml of 5X concentrated OP50 to the gravid adult stage (containing embryos; 65h post L1 at 20°C), and harvested and flash frozen as in (1). *H. bakeri* were collected as above and disrupted in 700 µl of Qiazol (Qiagen) using mechanical disruption with 5 mm stainless steel beads (Qiagen) on a Tissue Lyser II (30hz for 2 min twice; Qiagen). Total RNA was extracted using a miRNAeasy mini kit (Qiagen) following the manufacturer's instruction. RNA was treated with Turbo DNA-free kit (Thermo Fisher) to remove residual DNA. Total

RNA was treated with RNA 5' Polyphosphatase (Epicenter) following manufacturer's instructions, before library preparation. Libraries for small RNA sequencing were prepared using the CleanTag small RNA library prep kit (Trilink) according to the manufacturer's instructions, using total RNA from adult worms (30 ng), and sucrose-gradient purified EVs (equivalent  $1 \times 10^{10}$  EVs measured by Nanosight, Malvern). For all samples, 1:12 dilutions of both adapters were used with 18 amplification cycles (TriLink BioTechnologies). The products between 140-170bp were size selected and sequenced on an Illumina HiSeq high output v4 50bp SE in Edinburgh Genomics. For stranded mRNA sequencing, the Illumina TruSeq was carried out by Edinburgh Genomics and the libraries sequenced on an MiSeq (reagent Kit v2) with 100PE in Edinburgh Genomics.

### **Genome assembly and annotation**

The quality of Illumina reads was checked with FastQC (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc>). Adapters were removed with Cutadapt (2), low-quality bases were trimmed with Trimmomatic (3), and reads were error-corrected with BLESS (4) using a kmer size of 21. A preliminary assembly was performed with Velvet (5) and library insert sizes confirmed after read mapping using bowtie2 (6). The Velvet assembly was inspected for contamination with blobtools (7), with no contamination being detected. The short Illumina data were assembled and gapfilled using Platanus (8), and scaffolded using transcriptome evidence (described below) with SCUBAT2 (Koutsovoulos G. SCUBAT2. <https://github.com/GDKO/SCUBAT2>) Long-read PacBio data (a total of 10.2 Gb from reads with an N50 of 9,411 bases) were used to further scaffold and gapfill the assembly with PBJelly (9). RNA-Seq reads were assembled with Trinity (10) resulting in 38,777 transcripts in 30,483 gene components. The transcriptome assembly was filtered based on expression (>1 TPM) and isoform percentage (>0%) calculated by kallisto (11), reducing the dataset to 32,595 transcripts. Transcripts that could encode a protein with at least 50 amino acids were selected to use with SCUBAT2. RepeatModeler (Smit, AFA, Hubley, R. RepeatModeler <http://www.repeatmasker.org>) and RepeatMasker (Smit, AFA, Hubley, R & Green, P. RepeatMasker <http://www.repeatmasker.org>) were used to identify and mask repeated regions in the genome prior to gene finding. We used the BRAKER (12) pipeline to predict protein-coding genes using the RNA-Seq reads as evidence. We combined the BRAKER general feature format (gff) file and the transcriptome assembly within MAKER2 (13) to predict untranslated

regions of transcripts (UTRs) and remove low quality gene predictions. This curated set was used for downstream analyses.

How the deposited data were processed for this re-analysis (not part of the article)

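Small RNA was sequenced from H. bakeri adults (3 untreated libraries and 3 treated with 5′ polyphosphatase), H. bakeri EVs (2 untreated and 2 treated), the ultracentrifuge pellet that went into the sucrose gradient (2 treated), the supernatant (2 treated), and C. elegans adults (3 untreated and 3 treated). The series holds 14 H. bakeri libraries and 6 C. elegans libraries, and all were used. Conditions and replicate numbers were taken from the sample titles and the list of libraries in the paper's methods.

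The authors trimmed adapters with Reaper, aligned reads with ShortStack with weighting of multi-mapped reads, called clusters over all libraries of a genome, and split them at exon-intron boundaries. They deposited 1 table of counts per species, with whole-number counts of 20 to 25 nt reads per cluster that overlap the cluster by at least 16 nt, strand ignored and without normalization. The H. bakeri coordinates are those of the nHp.2.0 assembly and the C. elegans coordinates those of WBcel235.

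From the counts, CPM and percent of a library were computed over all clusters of the table. Calls of monoP-enriched and polyP-enriched clusters followed the Supplementary Methods with edgeR 4.0.16 in R 4.3.3: clusters with at least 0.5 CPM in at least 2 libraries, TMM, the common dispersion and glmTreat with Benjamini-Hochberg adjustment. The thresholds of fold change and FDR for monoP-enriched clusters were 5 and 0.01 in C. elegans, 2 and 0.01 in H. bakeri adults, and 1.05 and 0.25 in EVs. For polyP-enriched clusters they were 2 and 0.01 in adults of both species, and 1.5 and 0.2 in EVs. The re-normalisation before the polyP test used TMM on the monoP-enriched clusters assigned to miRNAs in C. elegans, and on all monoP-enriched clusters in H. bakeri, where no annotation was used.

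Treated libraries of adults, EVs, pellet and supernatant were compared per cluster in 1 fit with edgeR's quasi-likelihood test (TMM, estimateDisp, FDR 0.05), over clusters polyP-enriched in adults or EVs that had at least 0.5 CPM in at least 2 of the libraries. All groups shared the estimate of the spread because most had 2 libraries. In a fit without 1 library of a pair, the remaining library is assumed to vary like the other groups. The difference between EVs and adults in the effect of polyphosphatase was tested as an interaction in a quasi-likelihood fit scaled on the 382 clusters monoP-enriched in both. Distances between libraries were computed in R by the definition used in limma 3.58.1 plotMDS (500 clusters per pair, log2 CPM with a prior count of 2). The number of clusters that hold 50% of a library's counts in polyP-enriched clusters was counted after thinning each library to 1201493 counts with a fixed seed. Shares were compared with exact permutation tests, two-sided, in R. Annotation and the collection of results ran under Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots were drawn with matplotlib 3.10.9. C. elegans clusters were assigned to the annotation of the Ensembl gene set at their central base, miRNAs before other ncRNAs, exons before introns.

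Library totals ranged from 928551 counts (untreated EVs) to 15999603 counts (treated H. bakeri adults). A cluster with 0 counts in a group was given a floor of 3 counts over the group, 0.0661 CPM in treated adults and 0.450 CPM in treated EVs, and folds of a group's pooled counts against it are lower bounds under that floor. The exact 95% counting limits lie lower, such as 7084 in place of 8714 for ncRNA_50793. Folds against 1 to 3 counts carry an exact 95% counting interval.

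Some clusters in the closing section were named only after the results were seen. The rule for the others took those the study names (its values for them in Figures 5 and 6 had been seen). It also took the 3 with the highest mean CPM in treated EVs and in treated adults of each species. Last, it took the 3 largest increases and decreases of EVs against adults among clusters with FDR under 0.05. Such clusters also needed at least 10 CPM in either group and every EV library on the same side of every adult library. Designs, this rule and the alternatives were set before the data were examined, except where the closing section says otherwise. The alternatives were the quasi-likelihood test, DESeq2 1.42.0, other filters on low counts, RLE or library-size scaling, TMM over all clusters, no re-normalisation, other thresholds, other cluster sets, the replicate number as a block, and each library left out in turn. The tests were tested on simulated data with 200 changed clusters.

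Read lengths, first bases, coverage within clusters, annotation of H. bakeri repeats and genes, immunoprecipitations and qRT-PCR were not analysed here.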

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

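Of the tests in this part, those of the background in 1 supernatant library, of the pellet's counts, of the depth of the adult libraries and of RNA from another organism were chosen only after the result was seen, as were the clusters named here apart from ncRNA_16320.

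The effect of polyphosphatase differed between EVs and adults in a few clusters, which is a difference between groups under the same treatment. In an edgeR quasi-likelihood test of the interaction over 180259 clusters at FDR 0.05, the change with treatment was higher in EVs for 6 clusters and lower for 3. At an unadjusted p under 0.05 the numbers were 1518 and 6929. The 3 lower clusters were ncRNA_52862, ncRNA_379012 and ncRNA_104854, each without a count in the treated EV libraries. The others were ncRNA_376576, ncRNA_165548, ncRNA_82453, ncRNA_354110, ncRNA_315353 and ncRNA_201695, the last 4 of them without a count in the untreated EV libraries and ncRNA_201695 also without one in treated adults. Adjusted p was from 3.09e-04 to 0.0371 over all of these in the same edgeR test. When the libraries were scaled by TMM on all clusters, 0 clusters were called in either direction, with 6642 higher and 2558 lower at an unadjusted p under 0.05, so these calls depend on the scaling. No other tool was run on the interaction.

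A wider set has the same pattern by call. Clusters that were monoP-enriched in adults and polyP-enriched in EVs numbered 306, and the interaction was called for ncRNA_376576, ncRNA_315353 and ncRNA_165548 among them. They held 28.2% ± 3.18 (SD, n = 3) of the untreated and 2.92% ± 0.472 (SD, n = 3) of the treated adult counts. In EVs they held 2.09% ± 0.314 (SD, n = 2) of the untreated and 1.38% ± 0.0857 (SD, n = 2) of the treated counts, so their share was lower with treatment in both materials. At the adult thresholds all 306 were polyP-enriched in EVs. That setting kept all 24837 polyP-enriched clusters of the main call and gave 26363, and it reduced the EV baseline to 312 clusters. The outcome was therefore fixed, and the looser EV thresholds cannot be told apart from a difference between the materials. Under the first scaling, without re-normalisation of the EV libraries, 124 of them were polyP-enriched in EVs. The re-normalisation may therefore account for part of the set and cannot be told apart from a difference between the materials, because the scale between treated and untreated EV libraries rests on the baseline alone. Under edgeR's quasi-likelihood test, 5 of the 306 were monoP-enriched in adults, so their call in adults also depends on the test. A biological difference between adults and EVs stays open and was not tested further.

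The pellet libraries, for which the paper reports no single cluster, gave 73984 ± 636 CPM (SD, n = 2) for ncRNA_16320, which is a signal in data that the paper did not analyse in this way. The EV libraries did not differ from this detectably (log2 fold change 0.67, adjusted p = 0.803, edgeR quasi-likelihood test). No cluster at all was called between EVs and pellet at FDR 0.05 by that test. At an unadjusted p under 0.05, 6053 were higher and 2814 lower in EVs by the same test. DESeq2 called 218 higher and 432 lower, and a fit with the replicate number as a block called 240 and 102. Too few counts in the pellet libraries for any call is argued against by the 21433 clusters called between pellet and supernatant (3403 higher and 18030 lower in the pellet). Single libraries moved these counts: they were 2160 and 7373 without pellet replicate 1, 2299 and 7413 without pellet replicate 2, 1231 and 8234 without supernatant replicate 1, and 1258 and 13140 without supernatant replicate 2. Differences of moderate size between EVs and pellet are not excluded, since the test recovered 3.5% of simulated 8-fold changes and 96.5% of 64-fold changes between these groups. The pellet is the material from which the EVs were purified, and whether its reads come from EVs was not tested. Reads shared between copies of the repeat stay open as well.

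The cluster with the highest mean CPM in the supernatant, ncRNA_382335 on nHp.2.0.scaf08467 from 3293 to 3414, is outside the clusters the paper discusses. It had 60280 ± 12968 CPM (SD, n = 2) in the supernatant, 170.0 ± 156 (SD, n = 3) in treated adults and 48.3 ± 16.5 (SD, n = 2) in treated EVs, and was monoP-enriched in adults. A scaling difference of the supernatant libraries is argued against by the other 465 monoP-enriched clusters with at least 10 CPM, whose median log2 ratio of supernatant over adults was −0.74 against 8.47 for this cluster. High background in 1 library is argued against by the lower supernatant library, which was 15.2 times the highest CPM of any other library. Of the 465 clusters, 4 had a ratio as high: ncRNA_354095 and ncRNA_354093 on nHp.2.0.scaf03754, with 25542 and 5576 CPM in the supernatant, and ncRNA_414462 and ncRNA_408260, with 25.6 and 23.1. The last of these rests on 1 library, with 0.793 and 45.4 CPM in the supernatant libraries. The scaffold holds 12 clusters. Others on it were also higher in the supernatant than in treated adults: ncRNA_382328 with 1111 ± 399 (SD, n = 2) against 9.80 ± 8.15 CPM (SD, n = 3), ncRNA_382326 with 607 ± 117 against 17.2 ± 12.1, and ncRNA_382333 with 37.2 ± 11.1 against 1.13 ± 0.332. The neighbour ncRNA_382336, from 3500 to 3793, had 1552 ± 130 CPM (SD, n = 2) in the supernatant, 3598 ± 2562 (SD, n = 3) in treated adults and 2839 ± 125 (SD, n = 2) in treated EVs. Enrichment of a stable fragment in the supernatant may explain the pattern, but RNA of another source with a similar sequence and reads shared between copies were not tested, and there is no untreated supernatant library among those analysed here.

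Clusters with at least 100 counts in the treated EV libraries and no count in any adult library numbered 140, a signal outside the clusters the paper discusses. They held 0.632% and 0.549% of the counts of the treated EV libraries, 8.17% of the untreated EV counts on average, and 0.0735% of the supernatant counts. At the same CPM the adults would have given a median of 1414 counts and at least 852. The rule of 100 EV counts fixed that minimum, so the expected counts alone are no test. For these 140 clusters, the absence of any adult count against them argues against the depth of the adult libraries. Their median length was 25 bp, against 328 bp for the 4614 other clusters at that level in EVs. Their median log2 ratio of treated over untreated EV libraries was −3.26, against 3.75 for the others, and of 10000 random sets of the same number from both kinds, 0 had a median length or ratio as low. Clusters were called over all libraries, and a longer cluster is more likely to hold an adult read. The short length may therefore follow from the selection and is not a separate test. By call in EVs, 85 of the 140 were monoP-enriched and 42 were polyP-enriched, so the set is mixed. RNA of another organism in the EV preparations, such as the host, could give short monoP-enriched clusters, but EV RNAs processed by the nematode could give the same, and no sequence was analysed here. Both explanations stay open.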

How the results depend on the processing

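Of the tests in this part, those with adult libraries thinned to the lower EV total, polyP-enriched sets called without re-normalisation, every C. elegans monoP-enriched cluster as the baseline, shares of the named C. elegans clusters with a library left out, and other splits of the libraries were chosen only after the result was seen. Over the alternatives, 174 values of summary results stayed within 1.5 times the main count, or within 1 SD of the main share or distance, and 100 moved further. All 192 log2 fold changes of the named clusters between EVs and adults kept their direction and an adjusted p under 0.05. Those under the FDR of 0.01 repeat the main fit and could not differ. The clusters with the largest increases and decreases were chosen from the calls of this comparison, so their stability is not a separate test. Where a count moved, the cause was not tested, except that leaving out libraries leaves fewer samples, and that stricter thresholds and filters test or call fewer clusters.

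For C. elegans, 3627 monoP-enriched clusters became 1409 under the quasi-likelihood test, 304 under DESeq2 and 7139 at a fold change of 2. The 70246 polyP-enriched clusters became 43742 with a filter of 1 CPM in 3 libraries and 17933 without re-normalisation. RLE factors gave 3196 and 70324. With each library left out, the counts ranged from 2902 to 4589 and from 61314 to 69794. For H. bakeri adults, 6075 monoP-enriched clusters became 24 under the quasi-likelihood test, 3908 under DESeq2 and 2212 with the filter of 1 CPM, and ranged from 3512 (without untreated replicate 2) to 6151 with each library left out, with 3728 without untreated replicate 3. The 148767 polyP-enriched clusters became 334049 without a filter, 62523 with the filter of 1 CPM and 595 without re-normalisation.

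For EVs, 7064 monoP-enriched clusters became 44 under DESeq2, 13595 without a filter (1572 of them shared with the main call), 3178 at FDR 0.05 and 312 at the adult thresholds. With each library left out they ranged from 0 to 5054, with 3731 without untreated replicate 2 and 0 without treated replicate 1 or 2 (1196 and 1188 at an unadjusted p under 0.05 in edgeR's glmTreat test), where the polyP step could not be fitted for lack of a baseline. The 24837 polyP-enriched clusters became 77366 without a filter, and were 23599 and 23865 without untreated replicates 2 and 1.

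Between EVs and adults, the 11609 clusters higher in EVs became 5759 at FDR 0.01, 6472 under DESeq2 and 5415 on the clusters polyP-enriched in adults. The 45833 lower ones became 13732 at FDR 0.01, 101965 with RLE factors, 85245 with library size only and 90317 in a fit of these 2 groups. With each library left out, the higher ones ranged from 5811 (without EV replicate 2) to 10812, with 7409 without EV replicate 1. The lower ones ranged from 15623 (without EV replicate 2) to 34733, with 16793, 27172 and 30010 without EV replicate 1, adult replicate 2 and adult replicate 3. The share of the called clusters that were higher in EVs was 20.2%, against 7.95% with RLE factors, 9.39% under DESeq2, 10.2% with library size only, 14.3% with TMM on all clusters and 11.7% on the clusters polyP-enriched in adults. It was 29.5% at FDR 0.01, 30.6% without EV replicate 1 and 27.1% without EV replicate 2.

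Between EVs and supernatant, the 7490 higher became 2526 at FDR 0.01, 4959 under DESeq2 and 4361 with RLE factors, and the 27030 lower became 9755, 45627 and 46451. With each library left out the higher ones ranged from 3025 (without supernatant replicate 1) to 5166, with 3927 and 3244 without EV replicate 2 and supernatant replicate 2. The lower ones ranged from 12463 (without EV replicate 2) to 26427, with 13073 and 17054 without EV replicate 1 and supernatant replicate 1. The share of calls higher in EVs was 21.7%, against 8.58% with RLE factors, 9.80% under DESeq2 and 14.0% with library size only. It was 28.3% without EV replicate 1, 15.1% without supernatant replicate 1 and 10.9% without supernatant replicate 2.

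In the comparison of supernatant with adults, the 375 higher clusters became 13 at FDR 0.01, 6332 under DESeq2, 978 with RLE factors, 219 with TMM on all clusters, 577 on the clusters polyP-enriched in adults, 3629 in a fit of these 2 groups and 898 with thinned adult libraries. The 94 lower ones became 0 at FDR 0.01 (edgeR, 29089 at an unadjusted p under 0.05), 5582 under DESeq2, 300.0 with RLE factors, 263 with library size only, 165 on the adult set, 2641 in the fit of 2 groups and 280.0 with thinned adult libraries. With each library left out, they ranged from 0 to 116 and from 0 to 26. The values were 30 and 6 without adult replicate 1, 16 and 1 without adult replicate 2, 116 and 26 without adult replicate 3, and 0 and 0 without supernatant replicate 1 or 2 (edgeR, with 6926 and 18281, and 7890 and 17466, at an unadjusted p under 0.05). The share of calls higher in the supernatant was 80.0%, against 53.1% under DESeq2, 62.7% with library size only, 66.2% with TMM on all clusters and 57.9% in the fit of 2 groups, and 94.1% without adult replicate 2. Between EVs and pellet, 0 calls became 218 higher and 432 lower under DESeq2, and stayed at 0 in both directions under the other alternatives apart from the block.

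Other scalings moved the median fitted log2 ratio of all tested clusters. For EVs over adults it was −5.22 with TMM, −5.39 with RLE factors, −5.34 with library size only and −5.32 with TMM on all clusters. For EVs over supernatant it was −3.42, −3.66, −3.33 and −3.24, and for supernatant over adults −1.14, −1.06, −1.32 and −1.43, in that order. These medians include clusters without counts in a group and understate the shift for well-counted clusters. For ncRNA_16320 the log2 fold change of EVs over adults was 4.15 with TMM, 3.05 with RLE factors and 3.37 with library size only.

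The replicate numbers were also tried as a block. The deviations of treated and untreated libraries with the same number correlated at 0.0995, 0.147 and 0.0389 in C. elegans. They correlated at 0.239, 0.0658 and 0.132 in H. bakeri adults and at 0.0802 in EVs. Between materials the values were −0.0365 for supernatant and EVs, and −0.0129 and −0.00393 for adults and EVs. All values within a material were positive, and libraries with different numbers were not compared. A pairing of treated with untreated libraries is therefore not excluded. The main tests took the libraries to share only a number. With the replicate block, C. elegans had 2115 monoP-enriched clusters, EVs against adults 7689 higher and 26366 lower, supernatant against adults 825 and 583, and EVs against pellet 240.0 and 102, where DESeq2 called more lower than higher. The other counts stayed within 1.5 times with the block.

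The share of counts in polyP-enriched clusters moved with the set. With the quasi-likelihood set it was 15.9% (untreated) and 77.4% (treated) in C. elegans, against 3.39% and 69.0%, and 24.2% and 92.5% in EVs, against 16.0% and 91.4%. With the set of the other material it was 31.7% and 45.5% in H. bakeri adults, against 6.96% and 86.0%, and 88.6% in treated EVs. Without the 10 most abundant clusters it was 10.1% and 85.6% in C. elegans, 11.1% and 87.7% in H. bakeri adults, and 19.6% and 89.5% in EVs. With sets called without re-normalisation it was 0.457% and 49.4%, 0.0033% and 0.808%, and 10.9% and 86.1%. In each of these settings the treated share was above the untreated one. The distance of the supernatant to EVs over that to adults was 1.81 with 1 minus Spearman's rho, against 1.45. The miRNA share of polyP-enriched clusters in treated C. elegans was 1.10% with any overlap, against 0.0520%.

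For the calls by treatment in adults, 1 of the 10 splits of the libraries into 3 and 3, the real one, gave as many monoP-enriched or polyP-enriched clusters, in C. elegans and in H. bakeri. The most monoP-enriched clusters in another split were 3 and 450.0, and the polyP step gave 0 or could not be fitted in the other splits. The design cannot give a share under 0.1, so chance cannot be excluded this way. Simulations of the tests between materials changed 200 clusters, with the same spread for every cluster, and most 8-fold changes were missed. The real fit called 57442 clusters between EVs and adults, so the recovery in simulation need not hold for it. That comparison called ncRNA_23553, ncRNA_106376 and ncRNA_44089 at log2 fold changes of 2.98, 2.93 and 2.79. What share of all real changes of this size was called is not known. Simulated 8-fold changes were recovered for 5% of clusters between EVs and adults, 4.5% between EVs and supernatant and 11.5% between supernatant and adults. Simulated 64-fold changes were recovered for 100%, 97% and 100%. Depth and replicate number were not varied in these simulations.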

Differences from the paper's values

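No main value set beside the paper's was more than 1.5 times the paper's, or the reverse. The closest comparison is the call in H. bakeri adults. For polyP-enriched clusters the paper's number is 137531 and 148767 were called here, with all monoP-enriched clusters as the baseline. Among the alternatives set before the data were examined, the quasi-likelihood test gave 145148, RLE factors 147365 and DESeq2 131397. With each library left out the number ranged from 114456 to 146702. More than 1.5 times away were 334049 without a filter, 62523 with a filter of 1 CPM in 3 libraries and 595 without re-normalisation. No alternative gave the paper's number.

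For monoP-enriched clusters the paper's number is 6075, and 6075 were called here. More than 1.5 times away were 24 under the quasi-likelihood test, 3908 under DESeq2, 2212 with the filter of 1 CPM, and 3512 and 3728 without untreated replicates 2 and 3.

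In untreated C. elegans adults, miRNAs take about 78% of the reads in Fig. 4A, read by eye, and clusters assigned to miRNAs held 58.2% of the counts here. The figure assigns reads and the value here assigns whole clusters. Clusters with any overlap with a miRNA held 58.4%, which argues against this as the reason within the gene set used here. The cause of the difference was not resolved.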

Other observations

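Of the tests in this part, those with thinned adult libraries were chosen only after the result was seen.

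The adult libraries were deeper than the EV libraries. With the adult libraries thinned to the lower EV total, 48470 clusters were called between EVs and adults (11335 higher and 37135 lower in EVs, edgeR quasi-likelihood test, FDR 0.05), against 57442 at full depth. A difference in depth therefore does not account for most of the calls. Among them, 10442 of the higher and 35768 of the lower clusters were the same as at full depth.

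Counts in EVs were concentrated in fewer clusters. After thinning of every library to the same total, 50% of the counts in polyP-enriched clusters lay in 135.5 ± 7.78 clusters in EVs (SD, n = 2), 139.5 ± 6.36 in the pellet (SD, n = 2), 1580 ± 207 in the supernatant (SD, n = 2) and 3399 ± 137 in adults (SD, n = 3). EVs and adults did not overlap (exact two-sided permutation test, p = 0.1, the smallest p that 2 libraries against 3 allow). Without the 10 most abundant clusters of each library, the numbers were 260.5 in EVs, 268.5 in the pellet, 2084 in the supernatant and 3957 in adults, so these clusters alone do not give the difference. No biological explanation was tested here. The paper measures the spread of reads within clusters, which is another quantity.

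The largest increases of EVs over adults, by the rule on named clusters, were in 3 short clusters. ncRNA_50793 (nHp.2.0.scaf00143, 384364 to 384387) had 871 and 2968 counts in the treated EV libraries (322 and 750.1 CPM) and 0 in treated adults. From the pooled counts of each group it was at least 8714-fold higher, against a floor of 3 counts over the adults, and EV library 1 alone lay well below the pooled value. ncRNA_46813 (nHp.2.0.scaf00129, 400680 to 400721) had 662 and 2276 counts in the treated EV libraries (245 and 575 CPM) and 1 in treated adults. The pooled ratio was 20008 with a 95% counting interval of 3588 to 790527, and EV library 1 alone lay well below it. Untreated adult library 1 had 1 count as well, and 2 counts of ncRNA_50793. ncRNA_146685 (nHp.2.0.scaf00649, 122479 to 122500) had 411 and 915 counts in EVs (152 and 231 CPM) and 0 in adults, at least 3010.0-fold higher from the pooled counts against the same floor. In the pellet, 1 library carried most of the counts of each: 13 and 510, 176 and 1979, and 4 and 261. In the untreated EV libraries the 3 clusters had 810 ± 284, 319 ± 2.53 and 171 ± 26.0 CPM (SD, n = 2). With treatment the means were 536, 410 and 192 CPM. None of the 3 thus rose clearly in CPM with treatment, although each was polyP-enriched in EVs by the call. No explanation was tested.

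The largest decreases were in ncRNA_276719 (nHp.2.0.scaf01950, 40254 to 41550), ncRNA_81470 (nHp.2.0.scaf00272, 229209 to 230174) and ncRNA_64942 (nHp.2.0.scaf00200, 372675 to 373490). Each had 0 counts in both treated EV libraries. In untreated EV replicate 2, ncRNA_81470 had 7 counts (4.63 CPM) and ncRNA_64942 had 9 (5.95 CPM), against 11.0 ± 6.06 and 15.5 ± 3.72 CPM (SD, n = 3) in untreated adults, so the bounds below hold for the treated libraries only. In treated adults they had 249 ± 152, 161 ± 15.4 and 129 ± 3.88 CPM (SD, n = 3), at least 542-fold, 356-fold and 287-fold above the EV floor from the pooled counts. Of these, ncRNA_276719 depended on the library, with 74.1, 328 and 346 CPM. In the supernatant they had 136 ± 8.78, 42.1 ± 10.4 and 64 ± 10.1 CPM (SD, n = 2).

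Calls differed between materials in both directions. Clusters that were polyP-enriched in adults and monoP-enriched in EVs numbered 831, of which 48 were polyP-enriched in EVs at the adult thresholds. The interaction was called for ncRNA_379012 and ncRNA_104854 among them. In the pellet, the clusters higher in EVs than in adults held 75.2% and 75.1% of the counts. Pellet and adults differed in 5501 clusters higher and 25788 lower in the pellet (edgeR quasi-likelihood test, FDR 0.05). Without pellet replicate 1 the numbers were 3029 and 8279, without pellet replicate 2 3329 and 8542, and without adult replicate 2 3186 and 13966. Without adult replicate 3, 16886 were lower. The numbers were 2155 and 6825 at FDR 0.01, 5114 and 40682 under DESeq2, 4959 and 38311 with RLE factors, and 4552 and 43160 with TMM on all clusters. On the clusters polyP-enriched in adults, 2998 were higher.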
